# Loss of CITED1, an MITF regulator, drives a phenotype switch *in vitro* and can predict clinical outcome in primary melanoma tumours

**DOI:** 10.7717/peerj.788

**Published:** 2015-02-26

**Authors:** Jillian Howlin, Helena Cirenajwis, Barbara Lettiero, Johan Staaf, Martin Lauss, Lao Saal, Åke Borg, Sofia Gruvberger-Saal, Göran Jönsson

**Keywords:** CITED1, MITF, Melanoma, Phenotype-switching model, Molecular subtype

## Abstract

CITED1 is a non-DNA binding transcriptional co-regulator whose expression can distinguish the ‘proliferative’ from ‘invasive’ signature in the *phenotype-switching* model of melanoma. We have found that, in addition to other ‘proliferative’ signature genes, CITED1 expression is repressed by TGF*β* while the ‘invasive’ signature genes are upregulated. In agreement, CITED1 positively correlates with MITF expression and can discriminate the MITF-high/pigmentation tumour molecular subtype in a large cohort (120) of melanoma cell lines. Interestingly, CITED1 overexpression significantly suppressed MITF promoter activation, mRNA and protein expression levels while MITF was transiently upregulated following siRNA mediated CITED1 silencing. Conversely, MITF siRNA silencing resulted in CITED1 downregulation indicating a reciprocal relationship. Whole genome expression analysis identified a phenotype shift induced by CITED1 silencing and driven mainly by expression of MITF and a cohort of MITF target genes that were significantly altered. Concomitantly, we found changes in the cell-cycle profile that manifest as transient G1 accumulation, increased expression of CDKN1A and a reduction in cell viability. Additionally, we could predict survival outcome by classifying primary melanoma tumours using our *in vitro* derived ‘CITED1-silenced’ gene expression signature. We hypothesize that CITED1 acts a regulator of MITF, functioning to maintain MITF levels in a range compatible with tumourigenesis.

## Introduction

CITED1 is the founding member of the CITED (**C**BP/p300-**i**nteracting **t**ransactivator with glutamic acid [**E**]/aspartic acid [**D**]-rich C-terminal domain) family of transcriptional co-regulators and was originally cloned from a differential display screen between pigmented mouse B16 melanoma cells and their dedifferentiated weakly-pigmented derivative, B16F10s. This led to speculation that CITED1 or *msg1* (melanocyte specific gene 1) as it was known at that time, was involved in the process of pigmentation (Shioda, Fenner & Isselbacher, 1996). Subsequently, Nair et al. (2001) reported that stable overexpression of CITED1 increased the levels of tyrosinase, dopachrome tautomerase (Dct) and melanin in B16 cells, reinforcing the idea that it had a role in melanogenesis. By 2005, as gene expression profiling became relatively commonplace, CITED1 was identified in several new screens of tumours and cell lines: two studies identified CITED1 as a gene whose expression distinguished nevi from primary melanoma, another found CITED1 to be upregulated in advanced stage melanomas in comparison to benign nevi or melanoma *in situ*, while expression profiling of an *in vitro* progression model identified CITED1 among a signature of genes lost in aggressive melanoma lines relative to primary melanocytes in culture (Ryu et al., 2007; Haqq et al., 2005; Talantov, 2005; Smith, Hoek & Becker, 2005).

Based on extensive gene expression profiling of melanoma cell lines *in vitro,* Hoek et al. proposed the ‘phenotype-switching’ model of melanoma that was independent of the degree of transformation or disease progression, and sought to explain the observation that melanoma cells altered between two states: those with high proliferative potential that are less invasive and those with high metastatic potential that are less proliferative. These separate but alternating states are controlled by different transcriptional programs and can be defined by specific gene signatures (Hoek et al., 2008a). MITF expression and many of its known targets (TYR, MLANA) define the ‘proliferative’ group, while the ‘invasive’ signature group is characterized by expression of negative regulators of the Wnt signalling pathway (WNT5A, DKK1, CTGF). CITED1 expression was associated with the proliferative pathway signature and subsequently confirmed in an updated and expanded data set to be significantly correlated with the proliferative phenotype (*P* < 1.00E-05, http://www.jurmo.ch/hopp, accessed 19 March 2013) (Hoek et al., 2006); (Widmer et al., 2012).

Studies on CITED1 suggest that it is a non-DNA binding nuclear transcriptional co-regulator capable of influencing TGF*β* induced transcription mediated by ligand-induced SMAD hetero-oligomerization; estrogen-dependent transcription mediated by ER*α*, and Wnt/*β*-Catenin-dependent transcription. These effects are dependent on CITED1-CBP/P300 binding via the conserved CITED family CR2 domain and while CITED1 is thought to act by stabilizing the CBP/P300-ER*α* interaction, in the case of *β*-Catenin it acts to repress transcription by competing for binding with CBP/P300 transcriptional co-activators (Shioda et al., 1998; Yahata et al., 2001; Yahata et al., 2000; Plisov, 2005).

Microphthalmia-associated transcription factor, MITF, acts as a master-regulator of melanocyte differentiation and as a result has been intensely studied in the field of melanoma research (Widlund & Fisher, 2003; Levy, Khaled & Fisher, 2006). It is a basic helix-loop-helix leucine zipper transcription factor that recognizes E-box and M-box sequences in the promoter regions of its target genes. Highlighting its importance in the disease, amplification of MITF locus has been found in >15% of metastatic melanomas and germline mutations in MITF that predispose carriers to melanoma development have also been found (Garraway et al., 2005; Bertolotto et al., 2011; Yokoyama et al., 2011). In melanoma cells the target genes of MITF include most notably TYR, MCIR, DCT, MLANA involved in the process of pigmentation; cell cycle regulators such as CDK2 and CDKN1A and the more recently identified BRCA1 gene that has, with other target DNA repair genes, defined a role for MITF in the DNA damage response (DDR) (Strub et al., 2011; Beuret et al., 2011; Giuliano et al., 2010).

The regulation of MITF is complex and tightly controlled, exhibiting both transcriptional and post-translational regulation. There are several transcript isoforms, of which MITF-M is the dominant form expressed in melanocytes. Multiple signalling pathways converge on the MITF-M specific promoter that harbours binding sites for PAX3, SOX10, CREB, FOXD3, LEF-1 and BRN2 among other transcription factors (Yokoyama & Fisher, 2011; Levy, Khaled & Fisher, 2006). Additionally, the MITF target gene CDKN1A/P21 has been shown to act as reciprocal transcriptional cofactor independently of its CDK inhibitor function, suggesting the existence of at least one positive feedback loop (Sestáková, Ondrusová & Vachtenheim, 2010).

MITF post-translational activity can be affected by phosphorylation, sumoylation, ubiquitination and by binding with proteins that block access to the DNA binding domain such as PIAS3 (Yokoyama & Fisher, 2011; Levy, 2001). Oncogenic BRAF (but not wildtype BRAF), which is mutated in up to 50% of melanomas, also regulates MITF via simultaneously stimulating MITF activation through ERK phosphorylation, which leads to its subsequent degradation, and by inducing transcription of MITF via BRN2 upregulation (Davies et al., 2002; Wellbrock et al., 2008).

The consensus regarding why the cell invests such effort in maintaining control of MITF levels and why there are so many regulatory mechanisms, is that melanocytes and melanoma are exquisitely sensitive to even small variations in MITF expression. Ultimately its activity must be sustained within the narrow window permissive for continued survival and proliferation. In this study, we characterise the role of CITED1 as a novel regulator of MITF in melanoma.

## Materials and Methods

### Cell lines

Cell lines were obtained from ATCC. HT144 and SKMEL3 cells were cultured in McCoy’s5A supplemented with 10% and 15% foetal bovine serum (FBS), respectively. A2058, WM852 and WM239 were cultured in RPMI 1640 supplemented with 10% FBS; A375 and HMBC cells were cultured in DMEM supplemented with 10% FBS and SKMEL5 cells were cultured in MEM media supplemented with 10% FBS. Cells were grown in the presence of penicillin and streptomycin (50 I.U./mL) purchased from Invitrogen. Cell media and FBS were purchased from ThermosScientific, HyClone range. As of March 2014, these are part of the Life Technologies (Thermo Fisher Scientific) product portfolio.

### Gene expression analysis

RNA was isolated (4 replicates for each treatment) using a Qiagen RNeasy Plus mini-kit and the quality determined using a Bioanalyser (Agilent). Replicates were cell samples from separate wells, but plated on the same day and derived from the same passage number. Gene expression experiments were performed using the Illumina HT-12 array covering more than 47,000 transcripts and known splice variants across the human transcriptome. The raw data was quantile normalized and Illumina control probes were removed from subsequent analysis using BASE (Vallon-Christersson et al., 2009). The data were exported to MeV, log2 transformed and gene and sample centred (Saeed et al., 2003). SAM (significance of microarray analysis) was performed using a two-group comparison; for the siRNA experiment the groups corresponded to siNEG vs. #1 & #3 siCITED1 and for the TGF*β*1 experiment the groups corresponded to cells with or without TGF*β*1 treatment. In both cases there was a median false discovery risk of 10 false-positive transcripts. Hierarchical clustering was performed to visualize the data. 1009 probes were significantly altered by the TGF*β*1 treatment while 312 probes were found to be significantly altered in the siRNA experiment (208 upregulated and 104 downregulated). These data can be found in Files S1 and S2, respectively. 

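TGFβ treatment raised 852 probes and lowered 724 of the 47315 in A2058 cells at an adjusted p under 0.05 in limma. SAM, the paper's method, was coded anew here and run with the paper's aim of a median of 10 false positives. It called fewer, 609 higher and 370 lower. Falls made up a smaller part of its calls. The thresholds differ, and limma at an adjusted p under 0.01 gave 567 higher and 392 lower, so the smaller number need not mark a disagreement between methods. Taken per gene in limma, 608 were higher and 535 were lower among 20045. IL11, a cytokine of the IL-6 family, had the largest rise, with a log2 value of 1.75 ± 0.17 (SD, n = 4 wells) under TGFβ1 and −1.75 ± 0.14 (SD, n = 4) under vehicle, which is 11.3-fold (log2 change 3.50, SE 0.09, adjusted p = 1.2e-10 in limma). CASC15, a long non-coding RNA, rose by 2.52 (SE 0.07, adjusted p = 1.4e-10). Other large rises included the calcium-binding protein S100A3 at 2.16, the protease inhibitor SERPINA3 at 2.09, the EGF receptor ligand TGFA at 2.01, the cytokine IL1B at 1.95, the Notch ligand JAG1 at 1.80 and KANK4 at 2.19. MX1, an antiviral GTPase induced by interferon, had the largest fall, with a log2 value of −0.81 ± 0.28 (SD, n = 4) under TGFβ1 and 0.81 ± 0.38 (SD, n = 4) under vehicle (log2 change −1.62, SE 0.17, adjusted p = 3.1e-05 in limma). FCMR, a receptor for IgM, fell by 1.49 (SE 0.09, adjusted p = 1.6e-07), TGFBR3, a co-receptor of TGFβ, by 1.42 (SE 0.06, adjusted p = 1.0e-08) and CLDN1, a tight junction protein, by 1.07 (SE 0.08, adjusted p = 1.5e-06). Between TGFBR3 and CLDN1 lay TBC1D16 at −1.11, SHISA5 at −1.10 and MOK at −1.07. Rises were larger than falls at the extreme, with 53 genes that passed the test higher by over 1 on the log2 scale and 9 lower by over 1. The 4 TGFβ1 wells and the 4 vehicle wells did not overlap in 2059 genes, 10.3% of all, where chance gives 2.86%. Among the genes with several probes, 0 had probes that passed in opposite directions.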

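Genes known to respond to SMAD signalling rose together under TGFβ1, with 17 of 28 measured members higher and 1 lower at an adjusted p under 0.05 in limma (21 and 1 when adjusted over the list alone), at a mean log2 change of 0.56 (camera, adjusted p = 4.4e-25). FSTL3, a secreted antagonist of activin, rose by 1.09 (SE 0.11, adjusted p = 1.7e-05), and SNAI2, a zinc finger factor of neural crest and mesenchymal cells, fell by 0.71 (SE 0.06, adjusted p = 5.7e-06). Cytokines and inflammatory mediators rose as well, 12 of 18 higher and 1 lower (13 and 2 adjusted over the list alone), at a mean of 0.68 (adjusted p = 7.9e-19). Examples are PTGS2, the inducible cyclooxygenase, at 1.18 (SE 0.07) and CXCL1, a chemokine, which was lower at −0.42 (SE 0.09) but was not called by SAM. Of 41 genes of the extracellular matrix and its remodelling 10 were higher and 1 was lower (14 and 3 adjusted over the list alone), at a mean of 0.15 (adjusted p = 0.00011). TIMP1, an inhibitor of metalloproteinases, rose by 1.03 (SE 0.08) and its paralogue TIMP3 fell by 0.49 (SE 0.09). Integrins and cadherins included 7 of 18 that were higher and 0 that were lower (10 and 1 adjusted over the list alone), at a mean of 0.26 (adjusted p = 2.8e-06), with the fibronectin receptor subunit ITGA5 at 0.77 (SE 0.08). In the list of actin cytoskeleton and focal adhesion genes 9 of 22 were higher and 1 was lower (11 and 2 adjusted over the list alone), at a mean of 0.17 (adjusted p = 0.00033). TAGLN2 and TPM1, which bind actin, rose by 0.77 (SE 0.07) and 0.76 (SE 0.06). TPM1 did so on 2 of its 4 probes (1.44 and 1.40, against 0.11 and 0.085). MYH10, a non-muscle myosin, fell by 0.50 (SE 0.08). AP-1 and immediate early genes had 5 of 17 higher and 2 lower (8 and 3 adjusted over the list alone), at a mean of 0.19 (adjusted p = 0.0011), with FOSB at 1.34 (SE 0.07) and MYC, which drives growth, at −0.87 (SE 0.07). Interferon-stimulated genes fell as a group, 26 of 38 lower and 1 higher (31 and 1 adjusted over the list alone), at a mean of −0.47 (adjusted p = 2.5e-26). Their score was −0.24 ± 0.071 (SD, n = 4) under TGFβ1 and 0.24 ± 0.15 (SD, n = 4) under vehicle, in wells that had all been transfected. IFI27 at −0.92 (SE 0.17) and the antiviral membrane protein IFITM2 at −0.85 (SE 0.13) were lower, and OASL was higher at 0.31 (SE 0.08), with its 2 probes at 0.48 and 0.15, a call that ended without any 1 of 5 arrays in turn. Among 20 ligands, receptors and SMADs of TGFβ signalling 3 were higher and 2 were lower (3 and 3 adjusted over the list alone). The list did not pass (mean 0.035 with a median of opposite sign, −0.0094, camera adjusted p = 0.85), in a test for a shift in a common direction that does not weigh changes in both. BMPR2, a BMP receptor, rose by 1.66 (SE 0.14) and SMAD7, an inhibitory SMAD, by 0.54 (SE 0.07), while SMAD3, which carries the TGFβ signal, fell by 0.43 (SE 0.08). BMP and ID targets had 3 of 8 higher and 1 lower (3 and 2 adjusted over the list alone). Their mean was 0.31 (camera adjusted p = 0.041, but adjusted p = 0.18 with an estimated correlation). The median was only 0.0037, with 4 genes up and 4 down in sign, so the mean rests on a few genes. Among them were ID3 at 1.86 (SE 0.08) and ID1 at 0.80 (SE 0.07), which hold back differentiation. The rise in ID1 rests on 1 of its 2 probes, at 1.55, while the other was at 0.049 (adjusted p = 0.92 over all probes in limma). Of the lists that passed with the preset correlation, all named here except BMP and ID targets also passed with an estimated correlation. Camera's adjusted p values were then 0.001 for the SMAD and the cytokine lists and 0.034 for the interferon list. The SMAD and cytokine lists share IL11 and LIF. All these lists were written after the gene symbols of the paper's File S1, called on these same arrays, had been read. Their members may have followed those symbols, so the counts and p-values cannot be taken as independent of the data.

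**Figure D1:**
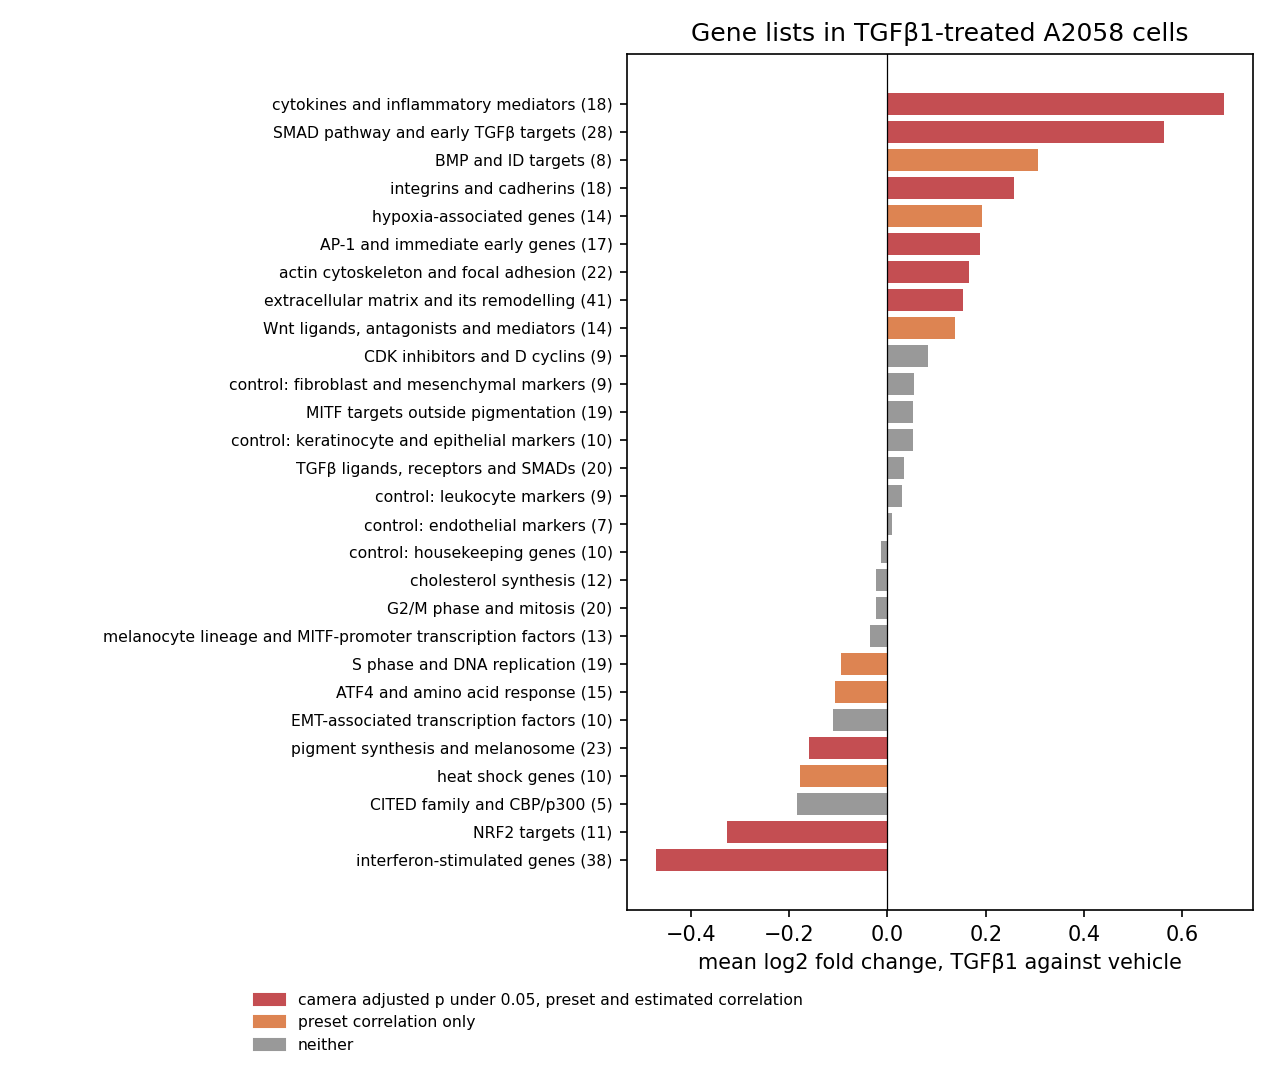
Mean log2 change (TGFβ1 minus vehicle, n = 4 arrays per group) of the measured genes of each of the 28 fixed lists, as bars on the horizontal axis from 0, with the list's name and number of measured genes on the vertical axis and the colour for its camera call with a preset and an estimated correlation. The bars run from −0.47 for interferon-stimulated genes to 0.68 for cytokines and inflammatory mediators.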

DAVID was used to assist in functional annotation of the final gene lists (Huang et al., 2007).

For the publically available data cited, 120 melanoma cell lines from three cohorts (Johansson, Pavey & Hayward, 2007; Hoek et al., 2006; Greshock et al., 2010) analysed by Affymetrix gene expression microarrays were collected, individually MAS5 normalized, and merged into a single cohort. Probe sets were collapsed into single genes and mean-centred across the entire cohort. These 120 cell lines and their associated normalized expression data can be found in Data S2. Data from Harbst et al. were classified using nearest centroid and Pearson correlation. Survival analysis and multivariate cox regression methods were performed in R.

### Transient transfections, promoter-reporter assay and TGF*β*1-treatment

Transient transfections were performed using Lipofectamine2000 and Opti-MEM reduced serum media (Life Technologies, Waltham, Massachusetts, USA) according to the manufactures recommendations. The siRNA was purchased from Applied Biosystems and the notations in the text: siNEG, #1 siCITED1 and #3 siCITED1 correspond to the catalogue ID numbers #4390843, #s8965 and #s224062 respectively. For the MITF targeting siRNA; N, siM1 and siM3 correspond to the catalogue ID numbers #4390843, #s8790 and #ss8792, respectively. For the luciferase reporter assay, a Dual-Luciferase Reporter assay system #E1910 (Promega, Southampton, UK) was used to measure relative reporter activity on a FLUOstar Omeaga microplate reader (BMG Labtech, Offenburg, Germany). A375 cells were transfected with a luciferase reporter construct harbouring 2.3kb of the MITF-M specific promoter in a PGL2 vector (Wellbrock et al., 2008). A pRL-Renilla Luciferase reporter vector was used as a control for each transfection. CITED1 was overexpressed using a pRc/CMV containing a N-terminal HA-tagged human CITED1 (transcript isoform 1) referred to as pCITED1 in the text (Shioda, Fenner & Isselbacher, 1996). An empty CMV-promoter expression plasmid, pcDNA3.1 (+) was used a negative control. Recombinant human transforming growth factor-*β*1 (TGF*β*1), #PHG9203 was purchased from Invitrogen. For the A2058 gene expression experiment, cells were exposed to either 5 or 10 ng/ml TGF*β*1 in serum-free media for 24 h. In the case of the Luciferase reporter assay, cells were serum starved the day after transfection for 3 h and exposed to 5 ng/ml TGF*β*1 in serum free media for 24 h prior to harvesting.

### Antibodies and immunoblotting

The following antibodies were used: anti-CITED1, #AB15096 from Abcam; anti-MITF (C5 clone), # MA5-14146 from ThermoScientific; anti-MITF (D5 clone) from Dako, #M3621, (used in Fig. 4C); anti-CDKN1A/P21, #2947 and anti-CDKN1C/P57, #2557 were purchased from CellSignaling Technology and anti- *β*-Actin (AC-15), #A5441 from Sigma-Aldrich. Cell lysates were resolved by SDS-PAGE (pre-cast gels purchased from Life Technologies) and transferred to 0.45 µm PVDF membranes purchased from Millipore by electroblotting. The membranes were blocked in 5% non-fat milk in TBST prior to incubation with primary antibodies diluted 2.5% non-fat milk. The blots were probed with the appropriate secondary antibodies (Pierce Biotechnology, Waltham, Massachusetts, USA) in 5% non-fat milk. The membranes were developed using ECL (GE Healthcare, Buckinghamshire, UK).

*A note on reproducibility*: Western blots were performed for a variety of purposes; in cases where it was simply a control to establish if siRNA downregulation had been successful, or confirm that an observation seen on mRNA level was also reflective of protein level, then there may have been only one Western blot performed on those particular samples (although often technical repeats were performed). In contrast, observations that were key to the hypothesis presented were performed a number of times to ensure reproducibility e.g., The effect of siCITED1 on upregulation of MITF and CITED1 overexpression on MITF downregulation was seen on samples for multiple experiments performed (i.e., >3): protein samples were used to confirm the initial observations from the GEX (using two siRNAs at two different timepoints) and two transfection of different amounts of pCITED1 plasmid; subsequently, two sets of timecourse experiments were performed to establish the effect independently, at both mRNA and protein level. The effect on P57 was initially observed using transfection of two different amounts pCITED1 plasmid and subsequently confirmed at multiple timepoints in both of two separate sets of timecourse experiments. The P21 effect was observed at single timepoint following siCITED1 treatment in both of two separate timecourse experiments. For the reciprocal effect of siMITF on CITED1 it should be noted that the effect was observed in 3 different cells lines, using at least two separate transfections.

### Cell cycle analysis

Flow cytometry was performed on a FACSCalibur (BD Biosciences, San Jose, California, USA) and subsequently analysed using ModFit (Verity House Software, Topsham, Maine, USA). Briefly, following transfection, confluent cells were detached, washed in 1XPBS and fixed in 70% ethanol. Prior to analysis they were stained with a propidium iodide solution and a 20G syringe was used to obtain a homogenous single cell solution. All events were saved (up to 20,000 events per replicate) ungated, using BD Cell Quest and the data exported to ModFit where following selection of the appropriate ploidy status, a standard auto-analysis fit using autolinerarity was performed. We found that a 2-cycle aneuploid-dip/tetraploid was appropriate for HT144 and A2058 while 1-cycle diploid was suitable for A375.

### Alamar blue assay

The Alamar blue assay reagent was purchased from Invitrogen (Life Technologies, Waltham, Massachusetts, USA) and used according to the manufactures’ instructions. Briefly, following transfection cells were seeded into 96-well plates at 5,000 cells/well. In each experiment, for each of the treatments i.e.: siNEG, #1 siCITED1 and #3 siCITED1, 8 wells spread over 3 rows were used. At the indicated time points (4, 72, 96 and 120 h post-transfection), Alamar blue was added and the cells incubated at 37 °C for 2 h. Fluorescence was measured (544 nm) on a FLUOstar Omeaga microplate reader (BMG Labtech, Offenburg, Germany). The values obtained at the 4-h time point were used to normalize the fluorescence readings to account for any initial cell counting error. Cells were also seeded in parallel for Western blot analysis (72, 96, 120 h) to ensure successful CITED1 down regulation.

### Droplet digital PCR

RNA was isolated from cells using a Qiagen RNeasy Plus mini-kit and quantified using a Nanodrop spectrophotometer (Thermo Fisher Scientific, Waltham, Massachusetts, USA). cDNA was generated from 50–100 ng total RNAs using ‘iScript Advanced cDNA synthesis for RT-qPCR’ (Bio-Rad). Bio-RAD’s ‘ddPCR Supermix for Probes’ was then used with predesigned TaqMan gene expression assays (Applied Biosystems, Carlsbad, California, USA) consisting of specific primers and FAM labelled probes for MITF (#Hs01117294_m1), MITF-M isoform specific transcript (Hs00165165_m1)*, CITED1 (#Hs00918445_g1) and IPO8 (#Hs00183533_m1). (*There appeared to be no advantage in using the MITF-M isoform specific transcript over the MITF probe that could measure multiple isoforms). A manual cut-off for positive/negative droplets was selected using the Bio-Rad QuantaSoft™ data analysis suite to calculate the relative copies/µl of each transcript.

## Results

### TGF*β* induces expression of the invasive signature genes while suppressing a cohort of proliferative signature genes including CITED1

Hoek et al. (2006) noted that many of the genes that defined the invasive phenotype were commonly TGF*β*-driven while at the same time only the proliferative signature phenotype cells were sensitive to TGF*β* growth inhibition *in vitro*. That MITF levels decrease and invasiveness is enhanced in response to TGF*β* stimulation was also confirmed subsequently (Pierrat et al., 2012; Pinner et al., 2009). In agreement, we showed that the melanoma cell line A2058 upregulates WNT5A in response to TGF*β* exposure and that exogenous Wnt-5a in turn, increased their invasive potential (Jenei et al., 2009). 

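A2058 is a cell line grown from a melanoma metastasis, and TGFβ1 is a secreted cytokine that acts on gene expression through SMAD transcription factors. RNA from 8 wells of A2058 cells was hybridised to Illumina HT-12 arrays with 1 array per well, 4 wells treated with TGFβ1 and 4 given vehicle. All 8 wells carried an empty plasmid according to the sample labels. The methods give 24 h in serum-free media and either 5 or 10 ng/ml TGFβ1, without saying which dose the arrays had. The wells were plated on the same day from the same passage, so the p-values measure the spread between such wells and not between independent cultures. The authors quantile normalised the arrays, removed the control probes, took log2 and centred the values by gene and by sample. Each of the 47315 probes therefore averages 0 over the 8 arrays, and neither the signal level nor the background of a probe is kept. The array medians lay between −0.00504 and −0.00147. The base of the logarithm is known only from the methods. From these values, the log2 values of all probes with the same gene symbol were averaged, which gave 20045 genes from 30105 probes. Each log2 change is TGFβ1 minus vehicle, tested with limma and adjusted by the Benjamini-Hochberg method at a threshold of 0.05. Every gene was measured on 4 arrays per group, and this number limits the precision. The test was also run on data simulated at the spread of these arrays, with 200 of 47315 probes changed. It recovered 1.5% of probes changed by 0.25 on the log2 scale, 62.7% at 0.5 and 100% at 1. On the arrays 1576 probes passed, which makes the adjusted threshold less strict than in the simulation. These shares are for probes and do not carry over to the gene calls below.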

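The signature named proliferative holds pigment cell genes such as TYRP1 and RAB38, which serve the melanosome, while the signature named invasive holds genes of matrix, migration and signalling such as TGFBI and the kinase NUAK1. Of the 52 measured genes of the 2006 invasive list, 16 were higher under TGFβ1 and 1 was lower at an adjusted p under 0.05 in limma (18 higher and 1 lower when adjusted over the list alone). Of the 47 measured genes of the 2006 proliferative list, 18 were lower and 1 was higher (23 lower and 2 higher when adjusted over the list alone). In the 2012 invasive list 15 of 41 measured genes were higher and 1 was lower (16 and 1 adjusted over the list alone). In the 2012 proliferative list 13 of 50 were lower and 0 were higher (18 and 0 adjusted over the list alone). The signature score, the mean log2 value of a list's measured genes on an array, differed between TGFβ1 and vehicle by 0.24 for the 2006 invasive list (SD 0.025 between TGFβ1 wells and 0.021 between vehicle wells, n = 4 each) and by −0.21 for the 2006 proliferative list (SD 0.016 and 0.022). The corresponding differences were 0.23 for the 2012 invasive list (SD 0.024 and 0.031) and −0.17 for the 2012 proliferative list (SD 0.018 and 0.010). For all 4 lists every TGFβ1 well lay on the same side of every vehicle well (two-sided exact permutation test, p = 0.0286, the smallest that 4 wells against 4 allow, and 0.0435 after Benjamini-Hochberg adjustment over 32 lists). The wells were also fully separated for leukocyte markers, a control list, at a difference of 0.031. Against the other genes on the array, limma's camera test with a preset correlation gave an adjusted p of 1.3e-09 for the 2006 invasive list, 1.9e-10 for the 2006 proliferative list, 9.2e-09 for the 2012 invasive list and 4.2e-07 for the 2012 proliferative list. With an estimated correlation all 4 calls held, at adjusted p values of 0.0115, 0.00206, 0.0115 and 0.0051 in the same order. Most signature genes did not pass the test, 35 in the 2006 invasive and 28 in the 2006 proliferative list. The median log2 change over the whole list was 0.053 in the first and −0.17 in the second.

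**Figure D2:**
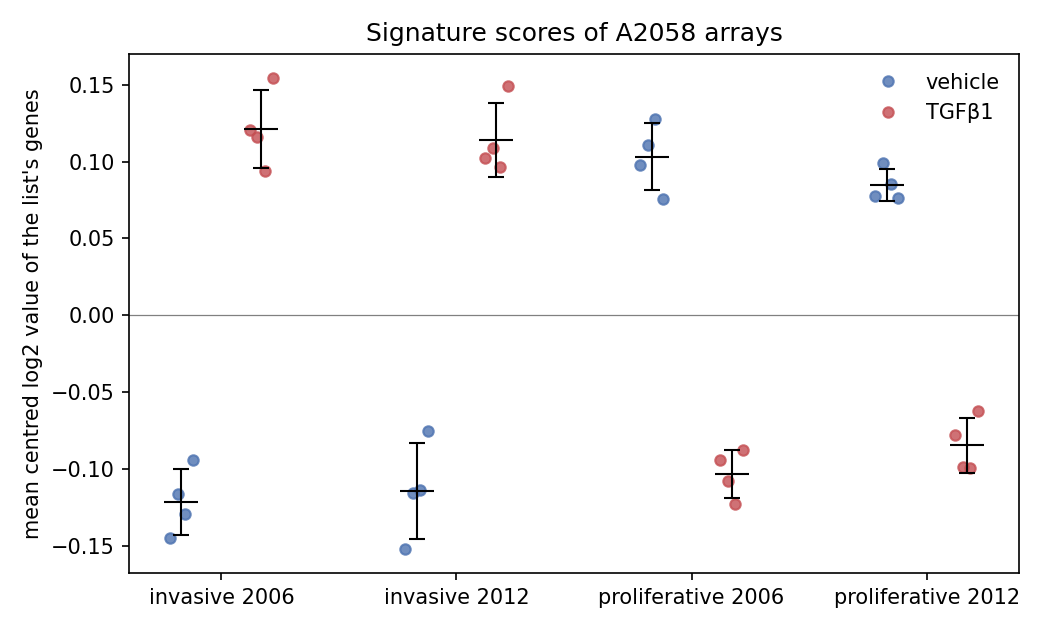
Signature score of each array (mean log2 value, centred over the 8 arrays) for the proliferative and invasive lists of 2006 and 2012, with the 4 vehicle and the 4 TGFβ1 wells as points and each group's mean and SD as black bars. The groups do not overlap in any of the 4 lists, and the difference in means runs from −0.21 for the 2006 proliferative list to 0.24 for the 2006 invasive list.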

For the present study, in an effort to examine what other phenotype specifying genes were directly regulated by TGF*β*, we performed gene expression analysis and found TGF*β* treatment resulted in both upregulation of invasive signature genes and suppression of genes characterizing the proliferative phenotype using a SAM two-group comparison (Fig. 1A and Material & Methods section). 

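Among the invasive genes of 2006 that passed the test, TGFBI, a matrix protein named for its induction by TGFβ, had the largest log2 change at 2.40 (SE 0.07, adjusted p = 3.7e-10 in limma). NUAK1, a kinase, followed at 1.36 (SE 0.08, adjusted p = 1.3e-07) and CXCL8, a chemokine that attracts neutrophils, at 1.11 (SE 0.08, adjusted p = 7.5e-07). The others that were higher, named because they passed, were THBS1, TPM1, AXL, VEGFC, NRP1, WNT5A, CDH2, CCN2, CCN1, PODXL, FOXD1, ELL2 and DSE. AXL, a receptor tyrosine kinase, rose by 0.73 (SE 0.06, adjusted p = 3.7e-06) and WNT5A, a secreted Wnt ligand, by 0.57 (SE 0.07, adjusted p = 0.00013). Only DKK1, a secreted Wnt antagonist, went the other way at −0.42 (adjusted p = 0.00051). Among the proliferative genes of 2006, INPP4B, a phosphoinositide phosphatase, had the largest fall at −1.01 (SE 0.07, adjusted p = 1.2e-06). TYRP1, an enzyme of melanin synthesis, followed at −0.80 (SE 0.10, adjusted p = 0.00026) and RAB38, a GTPase of melanosome transport, at −0.78 (SE 0.09, adjusted p = 5.5e-05). The others that were lower were TNFRSF14, ALX1, ST3GAL6, GPM6B, IRF4, RRAGD, EDNRB, CITED1, MITF, CLCN7, SOX10, MBP, CAPN3, GYG2 and TFAP2A. ITPKB, an inositol phosphate kinase, was higher at 0.47 (adjusted p = 0.0145). CAPN3, at −0.33 (adjusted p = 0.019 in limma), passed as the mean of its 2 probes, of which neither passed alone (adjusted p = 0.084 and 0.081 over all probes). SAM, at a threshold that passed fewer probes than limma's, also called 13 of the 16 invasive genes (not CCN1, ELL2 or FOXD1). It called 15 of the 18 proliferative genes (not CAPN3, CLCN7 or SOX10) and did not call ITPKB. The 16 invasive genes that were higher had a mean log2 change of 0.75 (range 0.22 to 2.40), and the 18 proliferative genes that were lower a mean of −0.54 (range −1.01 to −0.23). These genes were selected by the test on the same arrays, so their mean is larger than that of the whole list by construction.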

The effect is most pronounced if only those signature genes that were deemed significantly altered by TGF*β* treatment are examined. 

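Proliferative genes measured here and found in both the 2006 and the 2012 list number 26, and 12 of these were lower under TGFβ1 at an adjusted p under 0.05 in limma, among them TYRP1, RAB38, INPP4B, MITF and IRF4, a transcription factor of pigment cells and lymphocytes. A further 6 were lower in the 2006 list alone, including CITED1, SOX10, a neural crest transcription factor, and EDNRB, an endothelin receptor of the melanocyte lineage. The 2012 list alone added 1, the membrane receptor SIRPA, at −0.30 (SE 0.08, adjusted p = 0.037 in limma), named because it was the only one. Of the measured invasive genes 19 are in both lists, and 9 of these were higher, among them AXL, WNT5A, NUAK1, THBS1, a matrix glycoprotein, and NRP1, a co-receptor of VEGF. TGFBI, CXCL8 and CCN2, a matricellular protein, were among 7 that were higher in the 2006 list alone, CCN2 at 0.42 (SE 0.06, adjusted p = 0.00065 in limma). ITGA2, an integrin subunit that binds collagen, was among 6 in the 2012 list alone, at 1.05 (SE 0.11, adjusted p = 3.1e-05). MYOF, a membrane repair protein of the 2012 invasive list, was lower at −0.48 (SE 0.07, adjusted p = 0.00046), on 2 of its 3 probes. Over both lists 19 different proliferative genes were lower and 22 different invasive genes were higher. The mean log2 change of the 2012 genes that passed was 0.63 for the 15 invasive genes that were higher (range 0.26 to 1.36) and −0.57 for the 13 proliferative genes that were lower (range −1.01 to −0.26). Whether the 2 lists differ in their response was not tested, since they share genes.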

The original signature set defined by Hoek et al., was redefined as more public datasets became available and has a slightly different but overlapping gene profile based on the top ranked differentially expressed genes (Fig. 1B). Both MITF and CITED1 are in the proliferative cohort and their response to TGF*β* treatment was confirmed at protein level in A2058 cells (Fig. 1C).

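MITF, the master transcription factor of the melanocyte lineage, and CITED1, a transcriptional co-regulator that binds CBP/p300, were both lower in TGFβ1-treated A2058 cells. MITF mRNA, taken as the mean of its 3 probes, had a log2 value of −0.19 ± 0.11 (SD, n = 4 wells) under TGFβ1 and 0.19 ± 0.11 (SD, n = 4) under vehicle, which is a log2 change of −0.39 (SE 0.07, adjusted p = 0.0055 in limma). Of the vehicle wells, 1 lay at 0.032 and the other 3 at 0.25. CITED1 had a log2 value of −0.24 ± 0.16 (SD, n = 4) under TGFβ1 and 0.24 ± 0.18 (SD, n = 4) under vehicle, a log2 change of −0.49 (SE 0.10, adjusted p = 0.0076 in limma). The fall in MITF rests on 1 of its 3 probes, which changed by −1.0 (SE 0.11, adjusted p = 5.4e-06 over all probes in limma), while the other 2 changed by −0.12 (SE 0.09, adjusted p = 0.73) and −0.045 (SE 0.08, adjusted p = 0.93). The MITF probe that fell has the sequence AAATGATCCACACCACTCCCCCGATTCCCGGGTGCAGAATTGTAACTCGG and is placed on chromosome 3 from 70099648 to 70099697 in the paper's File S1. CITED1 is read by 1 probe, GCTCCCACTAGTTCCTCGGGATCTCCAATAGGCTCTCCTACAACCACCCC, placed there on chromosome X from 71438652 to 71438701. The build behind these positions is not named in the sources used here. The groups of CITED1 do not overlap but nearly meet, at −0.011 in the lowest vehicle well and −0.016 in the highest TGFβ1 well. The paper places both genes in the proliferative cohort and states that their response was also seen in protein by Western blot (Fig. 1C), which the arrays do not measure.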

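Of 23 measured genes of pigment synthesis and the melanosome, 7 were lower and 0 were higher under TGFβ1 in limma at an adjusted p under 0.05 (9 lower and 1 higher when adjusted over the list alone), with a mean log2 change of −0.16 (camera, adjusted p = 0.00029, and adjusted p = 0.029 with an estimated correlation). MC1R, the receptor for melanocyte-stimulating hormone, fell by 0.47 (SE 0.09, adjusted p = 0.0047). Neither TYR, the rate-limiting enzyme of melanin synthesis, at −0.17 (SE 0.06, adjusted p = 0.17 in limma) nor the melanosomal protein MLANA at −0.23 (SE 0.08, adjusted p = 0.16) passed the test. Among 19 measured MITF targets outside pigmentation, 3 were higher and 2 were lower (3 higher and 3 lower when adjusted over the list alone). The list as a whole did not pass (mean log2 change 0.053, camera adjusted p = 0.61). PPARGC1A, a co-activator of mitochondrial biogenesis, rose by 1.10 (SE 0.08, adjusted p = 1.5e-06) and HIF1A by 0.51 (adjusted p = 0.0015) on 2 of its 3 probes, while EDNRB fell by 0.53 (adjusted p = 7.5e-05), with its 4 probes between −0.98 and −0.16. Of 13 transcription factors of the melanocyte lineage and the MITF promoter, 6 were lower and 4 were higher (the same counts, 6 and 4, adjusted over the list alone). As a whole the list did not pass (mean log2 change −0.035, camera adjusted p = 0.33). Camera tests for a shift in a common direction, so for this list and the MITF targets it does not weigh changes in both directions. Over all 20045 genes 608 were higher and 535 were lower. These lists too were written after the gene symbols of File S1 had been read, so their tests cannot be taken as independent of the data. The pigment list also shares genes with the proliferative signatures, among them TYRP1 and RAB38. SOX10, which activates the MITF promoter, fell by 0.35 (SE 0.07, adjusted p = 0.011) and ALX1, a homeobox factor, by 0.69 (SE 0.07, adjusted p = 1.6e-05). LEF1, a mediator of Wnt signalling, rose by 0.60 (SE 0.06, adjusted p = 4.2e-05), SOX2 by 0.73 and SOX9 by 0.41. POU3F2, also known as BRN2, fell by 0.26 (SE 0.06, adjusted p = 0.026 in limma), with 1 of its 2 probes at −0.42 and the other at −0.11 (adjusted p = 0.72 over all probes). The call for POU3F2 ended without any 1 of 5 arrays in turn, and SOX10 was not called by SAM. PAX3 at −0.064 (adjusted p = 0.69), CREB1 at 0.055 (adjusted p = 0.79) and FOXD3 at 0.032 (adjusted p = 0.93) did not pass in limma. CITED2, a paralogue of CITED1, was lower at −0.56 (SE 0.07, adjusted p = 0.00014), and the other 3 of 5 measured genes of the CITED family and CBP/p300 did not pass, nor did the list (2 lower adjusted over the list alone, mean log2 change −0.18 with a median of opposite sign, 0.033, camera adjusted p = 0.074).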

**Figure 1:**
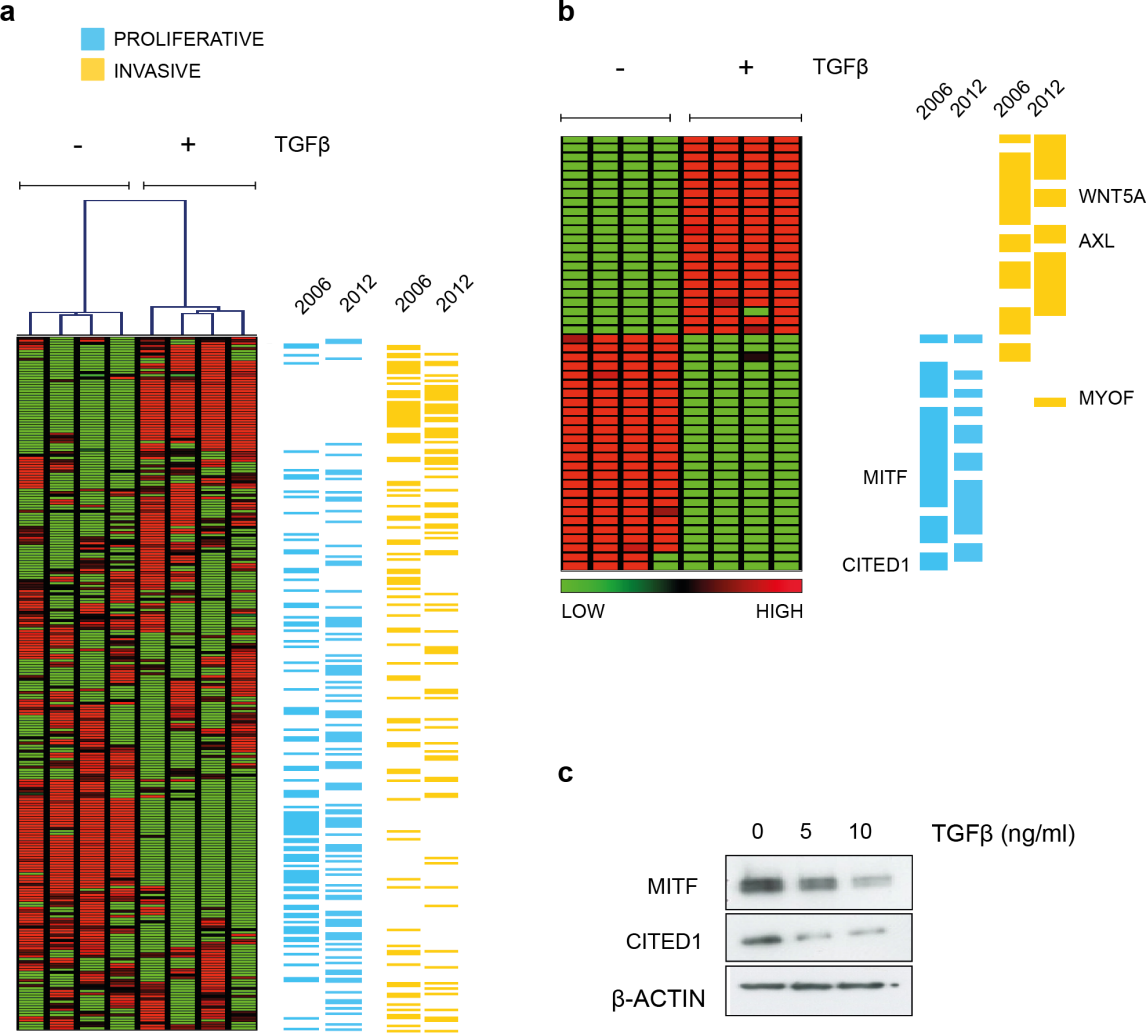
TGF*β* induced gene expression in A2058 melanoma cells. (A) Distribution of the proliferative and invasive signature score genes relative to the heatmap of gene expression changes induced by TGF*β* treatment. Vertical lanes in the hierarchical cluster represent TGF*β* treated or untreated replicates in the SAM 2-group comparison (B) Gene expression heatmap of the proliferative and invasive signature within those genes significantly altered by TGF*β* treatment (1009 transcripts following SAM, median FDR *q*-value = 1%, the full list can be found in File S1). ‘2006’ refers to the original signature list (motif1 and motif2, see Hoek et al., 2006) while ‘2012’ refers to the updated signature derived from further datasets (Widmer et al., 2012). These lists can also be found in Data S1. (C) Western blot of MITF and CITED showing both proteins are suppressed by TGF*β* treatment. *β*-Actin is used as a loading control.

### CITED1 expression positively correlates with the expression of MITF

Examination of publically available gene expression data on 120 melanoma cell lines demonstrated a consistent positive correlation between CITED1 and MITF expression (*r* = 0.6543). Each cell line was assigned as either ‘proliferative’ or ‘invasive’ based on a score derived from the averaged expression values of the approximately 50 genes in each defining signature set that had matching gene symbols in our data (Fig. 2A). We also confirmed the correlation in cell lines derived from our own lab (Fig. S1). This was important as inconsistency in interlaboratory phenotype signatures has previously been reported (Widmer et al., 2012). We could additionally confirm expression at the protein level (Fig. 2B).

**Figure 2:**
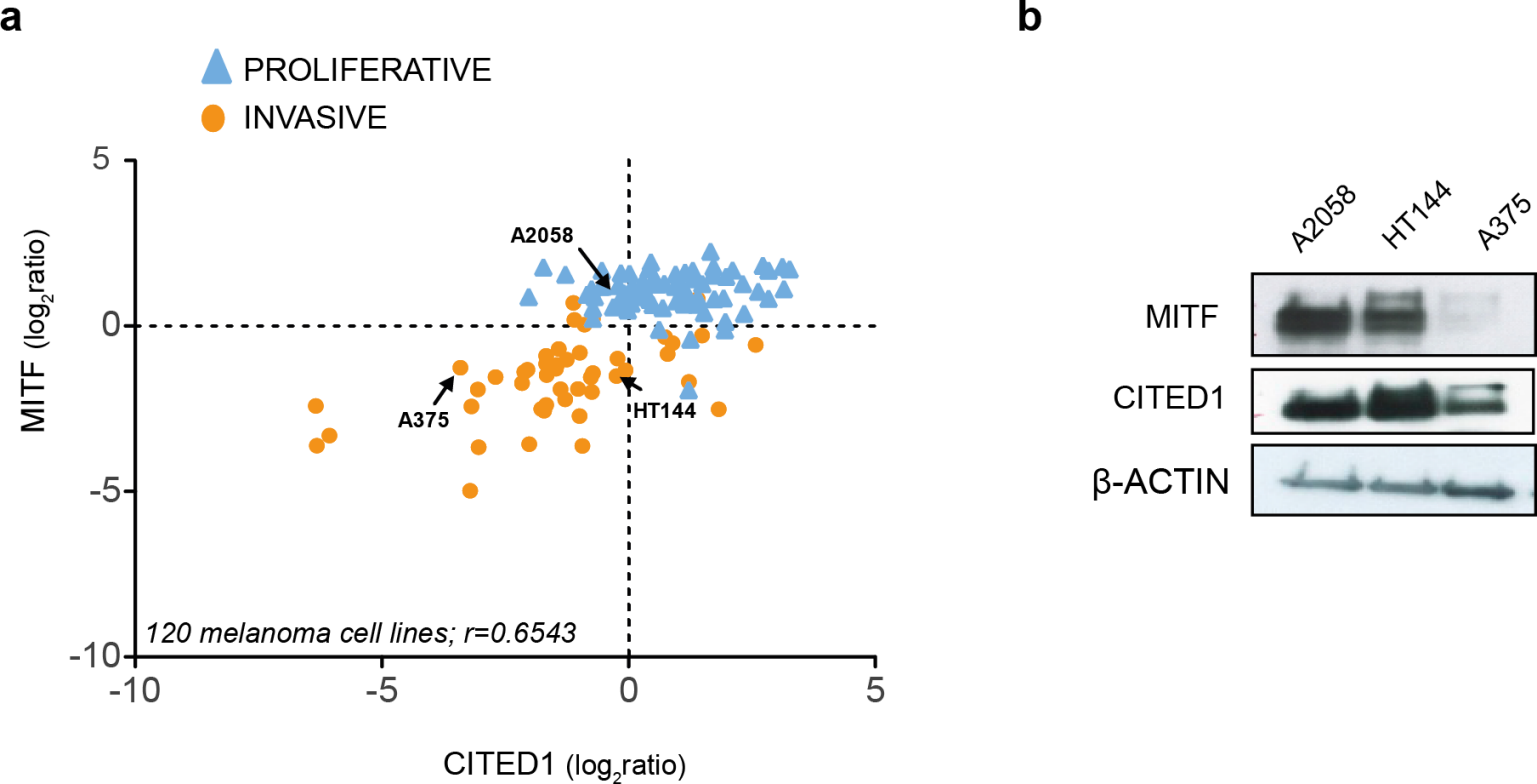
CITED1 expression correlates with MITF expression. (A) The relative MITF and CITED1 expression levels from the publicly available gene expression data of 120 melanoma cell lines (Pearson correlation *r* = 0.6543, *p* < 0.001). The full list of cells lines and expression data can be found in Data S2. Arrows indicate the cell lines used in this study. The cell lines are further subdivided into one of either ‘invasive’ of ‘proliferative’ phenotype based on expression signature score. (B) A Western blot is shown of the relative protein expression levels of both MITF and CITED1 in our cell lines in good agreement with the transcript levels.

### Gene expression analysis reveals CITED1 silencing can induce a phenotype-switch

To investigate the function of CITED1 in melanoma, we transiently downregulated its expression using CITED1 targeting siRNA. We choose the HT144 cell line as it had a relatively high level of detectable CITED1 mRNA and protein expression. A scatterplot of the 120 cell lines assigned as either ‘proliferative’ or ‘invasive’ based on the maximum matching gene signature score, demonstrates the shift in phenotype that occurs following CITED1 downregulation (Figs. 3A and 3B). A heatmap of the expression profiles clearly illustrates that the shift is due to a general induction of the ‘proliferative’ and suppression of the ‘invasive’ cohort (Fig. 3C). It was apparent that the #3 siCITED1 siRNA was not as effective at switching the cells as the #1 siCITED1, this was observed consistently throughout our experiments and may be due to the fact that #3 siCITED1 was not as successful at silencing CITED1 (Fig. 3B, *inset*).

**Figure 3:**
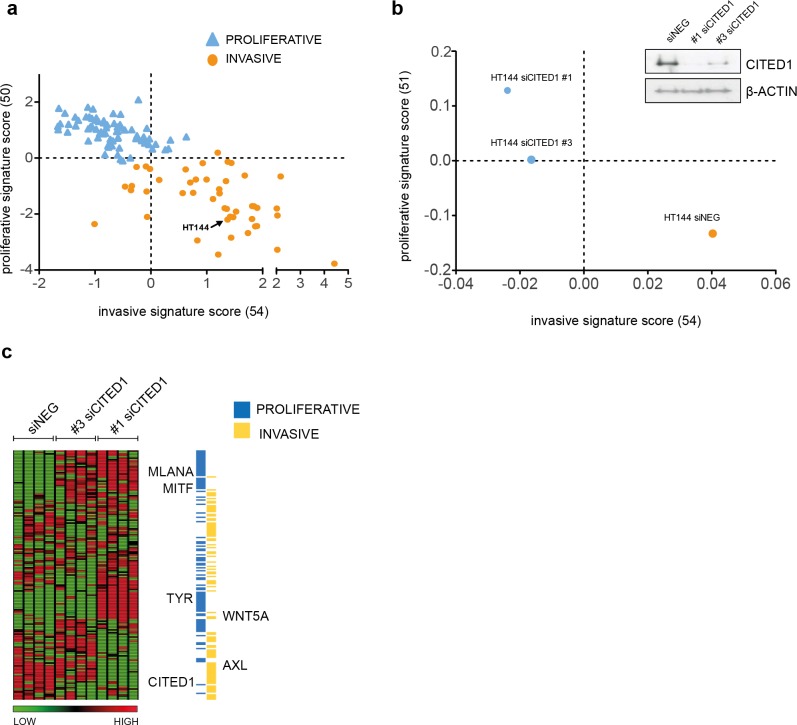
CITED1 silencing induces a phenotype switch. (A) 120 melanoma cell lines are shown distributed on the basis of the phenotype score. The HT144 cells chosen to study the effects of CITED1 downregulation are indicated. (B) Following CITED1 downregulation a phenotype shift is observed indicated by their scatter position change according to the average expression score of genes that distinguish invasive from proliferative phenotype. For the 120 melanoma cell lines (Affymetrix platform) the expression score was derived from expression levels of 50 and 54 proliferative and invasive genes with matching genes symbols, respectively, while for the HT144 experiment (Illumina platform), 51 and 54 proliferative and invasive genes with matching genes symbols were retrieved. A Western blot of the degree of protein downregulation of CITED1 at the time of the expression analysis is also shown. *β*-Actin is used as a loading control (inset). (C) A heatmap comprising the ‘invasive’ and ‘proliferative’ signature genes illustrating how they are altered by CITED1 silencing; #1 and #3 denote two separate siRNAs targeting CITED1 and the vertical lanes represent the 4 replicates per treatment.

### CITED1 is a reciprocal regulator of MITF and impacts MITF target gene expression

A heatmap highlights the identity of only the significantly differentially induced transcripts between siNEG and both #1 & #3 siCITED1 (Fig. 4A). Of most relevance, we found MITF, a known driver of the proliferative phenotype switch and many of its previously known downstream targets, these also included genes categorized by Gene Ontology annotation (GO) as related to pigmentation and UV/DNA damage response (Fig. 4A) (Hoek et al., 2008b; McGill et al., 2006; Sánchez-Martín et al., 2002; Strub et al., 2011). We could confirm that indeed MITF protein levels were affected by siCITED1 in HT144 cells and that conversely, overexpression of CITED1 in A2058 cells, resulted in downregulation of MITF (Fig. 4B). Strub et al. (2011) identified a large number of genomic targets of MITF by ChIP-seq analysis. A comparison of the genes differentially expressed by siCITED1 compared to siNEG, revealed that there was significant enrichment of these potential targets (Fig. S2A). Notably, genes both up and down regulated by siCITED1 are represented among genes defined as having MITF-occupied promoters (Fig. S2B). We also found that downregulation of MITF using siRNA in HT144 cells (Fig. 4C) and in WM293A, and SKMEL5 cells (Figs. S3A and S3B) resulted in decreased protein expression of CITED1 suggesting reciprocity between these factors.

**Figure 4:**
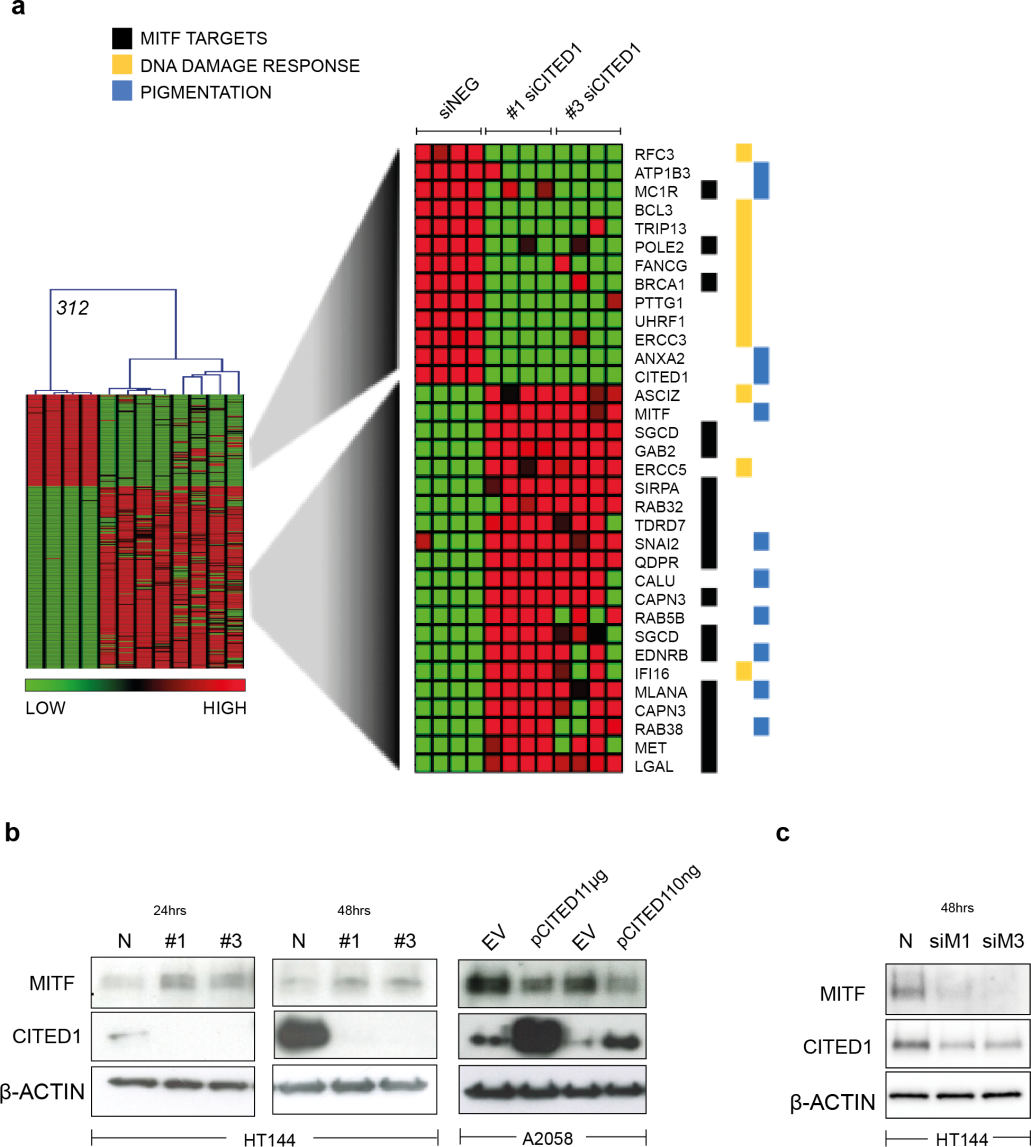
CITED1 regulates MITF and its targets genes. (A) A heatmap showing the 312 transcripts identified as significantly changed using a SAM 2-way comparison between siNEG and siCITED1 (#1 & #3 were combined), median FDR *q*-value = 3%. The four replicates from each condition, siNEG and, siCITED1#1 and siCITED1#3, respectively, group together in the hierarchical cluster shown. The full list of genes can be found in File S2. MITF, as well as a cohort of significantly enriched MITF targets, genes associated with pigmentation, and genes involved in the UV/DNA damage response are highlighted on the right. (B) Western blot confirmation of the effect of silencing CITED1, using siRNA (#1, #3) relative to a negative control siRNA (N), on MITF protein expression in HT144 cells at 24 and 48 h post-transfection, and the effect of overexpressing CITED1 (pCITED1) relative to an empty vector control (EV) in A2058 cells at 24 h post-transfection. *β*-Actin is used as a loading control in each case. (C) Western blot showing the effect of silencing MITF using two siRNAs (siM1, siM3) on both MITF and CITED1 levels in HT144 cells at 48 h post-transfection relative to a negative control siRNA (N). *β*-Actin is used as a loading control.

### Induction of MITF by CITED1 silencing transiently restrains cell cycle progression and impacts cell viability

To investigate the effect of CITED1 silencing on melanoma cells behaviour we analysed the cell cycle distribution following siRNA treatment by flow cytometry. In siCITED1 treated HT144 cells we saw G1 accumulation as indicated by an increase in the diploid G1 fraction and a concomitant reduction in the total S-phase fraction peaking at 33 h but also observed at 48 and 72 h post-transfection in comparison to siRNA control HT144 cells. Again, the effect was apparent but not as pronounced using the #3 siCITED1 (Fig. S4A). Similar effects were seen in #1 and #3 siCITED1 treated A2058 and A375 cells (Figs. S4B and S4C).

Owing to the previously reported dependency of MITF-induced cell cycle arrest on CDKN1A/P21 we investigated the levels of several cyclin-dependant kinase inhibitors following CITED1 silencing (Carreira et al., 2005). We found that CDKN1A/P21 was transiently increased in siCITED1 treated HT144 cells relative to the siNEG treated HT144 cells (Fig. 5B). In contrast, in A2058 cells, which do not have detectable levels of CDKN1A/P21 (Fig. S5), the levels of CDKN1C/P57 were supressed in response to CITED1 overexpression (Fig. 5B). We hypothesised therefore that melanoma cells can utilise either CDKN1A/P21 or CDKN1C/P57 to mediate cell cycle arrest induced by MITF and this is reflected in the expression levels of the alternate CDK inhibitors in different melanoma cell lines (Fig. S5).

**Figure 5:**
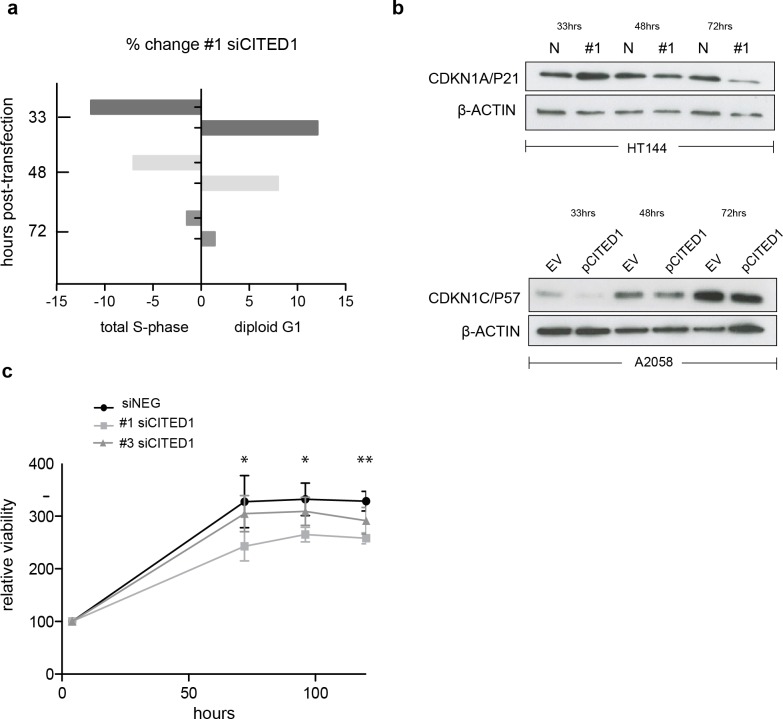
CITED1 silencing restrains cell cycle progression and reduces cell viability. (A) A bar chart showing the % change in cell cycle distribution in #1 siCITED1 treated HT144 cells relative to siNEG treated HT144 cells. The reduction in the total S-phase is shown at 33 h, 48 h and 72 h post-transfection in addition to the corresponding increase in the diploid G1 fraction. (B) Western blots showing upregulation of CDKN1A/P21 following CITED1 silencing in HT144 cells and suppression of CDKN1C/P57 following CITED1 overexpression in A2058 cells. (C) An Alamar Blue based metabolic assay shows a reduction in cell viability over 5 days in HT144 cells treated with siCITED1 relative to those treated with siNEG. Stars indicate significance for siNEG vs. #1 siCITED1 where ^∗∗∗^ *p* < = 0.0005, ^∗∗^ *p* < = 0.005 and ^∗^ *p* < = 0.05. In the case of siNEG vs. #1 siCITED1, the difference is significant (*) at 96 and 120 h.

In agreement with the cell cycle data, an Alamar Blue assay revealed a significant reduction in cell viability as measured by metabolic activity over 5 days in HT144 cells treated with siCITED1 (Fig. 5C). The effect was apparent but not as pronounced in the #3 siCITED1 sample.

### The effect of CITED1 silencing on MITF is transient and mediated via promoter activation

We observed that the peak upregulation of MITF and CDKN1A/P21 protein following siCITED1 treatment varied from transfection to transfection, being seen between 24–48 h post-transfection but appearing as unchanged or even downregulated after this time (Fig. 6A). In agreement, later timepoints of the cell cycle analysis (=/>72 h) exhibited little or no change in G1/S-phase distribution or even a reverse pattern (Fig. 5A HT144, and data not shown: A2058, A375). We therefore sought to examine the transcriptional dynamics more closely, map the changes in MITF following CITED1 silencing and see if they corresponded to cell behaviour and changes at the protein level. We used a quantitative droplet digital PCR based assay (Bio-Rad) to measure mRNA in HT144 cells transfected with siCITED1#1 and siNEG as well as A2058 cells transiently overexpressing CITED1 compared to an empty vector control. MITF, CITED1 and IPO8 specific primers and probes were used to measure exact copies/µl of each mRNA from aliquots of the same cDNA solution. Plots of siCITED1(copies/µl)/siNEG(copies/µl) and EV(copies/µl)/pCITED1(copies/µl) show the directional change in MITF and CITED1 relative to the housekeeper IPO8. CITED1 expression is rapidly supressed following siCITED1 treatment of HT144 cells, concomitant with an upregulation of MITF that diminishes over time and in fact is supressed by 100 h in accordance with observations at the protein level (Figs. 6A and 6B). In contrast, overexpression of CITED1 in A2058 cells results in transient suppression of MITF at both protein and transcript level (Figs. 6C and 6D).

**Figure 6:**
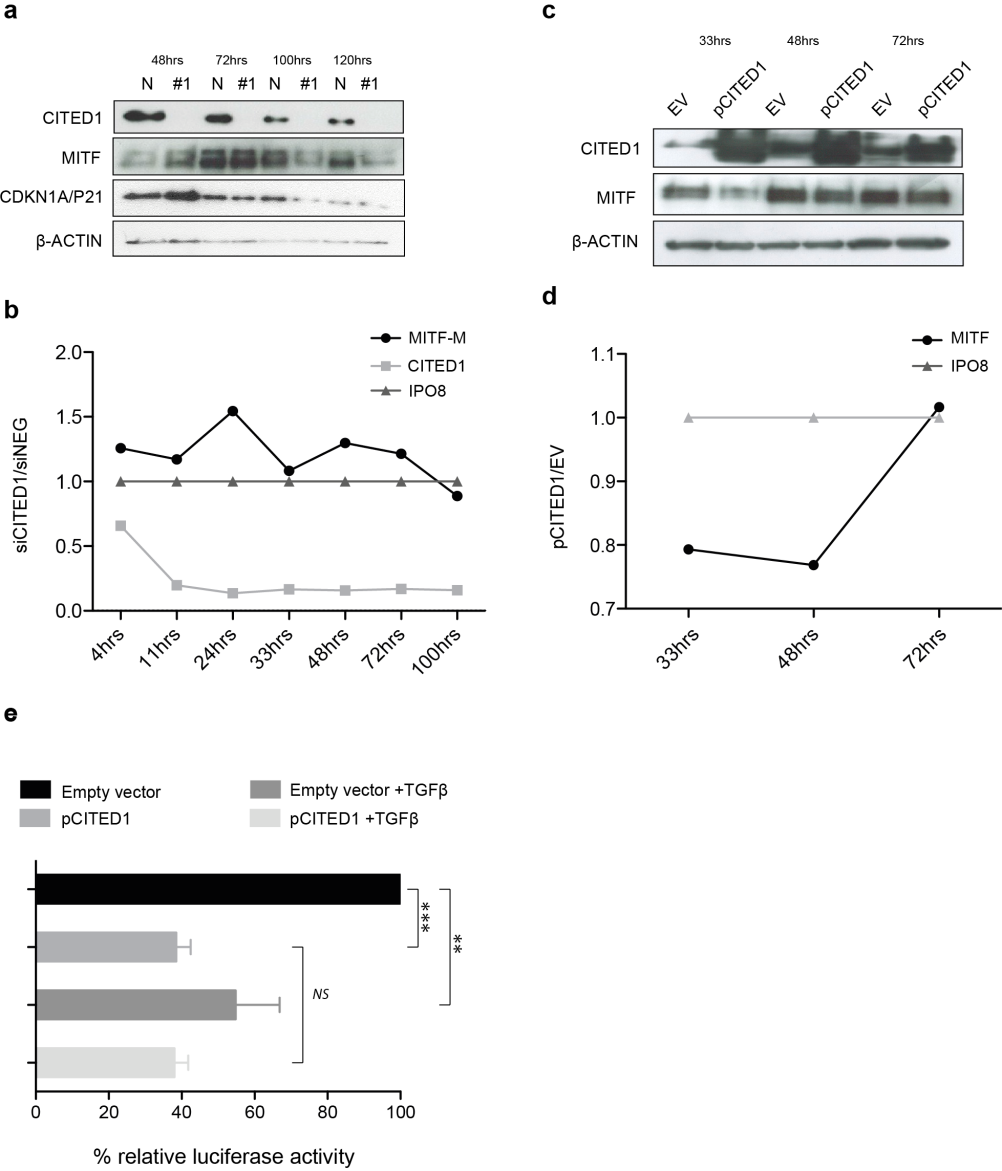
CITED1 silencing transiently upregulates MITF via promoter activation. (A) A Western blot of HT144 cell lysate samples taken at the indicated time points post-transfection and showing the corresponding levels of MITF protein in #1 siCITED1 and siNEG treated cells. (B) The changes in mRNA levels of MITF-M, CITED1 and a housekeeper gene IPO8, as measured by specific ddPCR assays over a time course of 4–100 h following transfection of HT144 cells with either siCITED1 or siNEG. (C) A Western blot of A2058 cell lysate samples taken at the indicated time points post-transfection and showing the corresponding levels of MITF protein between CITED1 overexpression (pCITED1) and empty vector (EV) control. (D) The changes in mRNA levels of MITF and a housekeeper gene IPO8, as measured by specific ddPCR assays over a time course of 33–72 h following transfection of A2058 with either pCITED1 or an empty vector control. (E) The relative luciferase activity of the MITF-M promoter reporter measured in lysates of A375 cells transfected with the pCITED1 expression plasmid or empty vector (EV) control and treated with or without TGF*β* for 24 h (^∗∗∗^ *p* < = 0.0005, ^∗∗^*p* < = 0.005 and NS = not significant).

The rapid MITF transcriptional response to CITED1 manipulation suggested to us that the effect could be directly mediated at the promoter level. To test this hypothesis, we over expressed an MITF-M promoter-reporter construct and CITED1 in A375 cells. We chose A375 cells, as while they had less endogenous CITED1 and MITF than HT144 or A2058 so as not to cause interference with the assay, we also knew that they could respond adequately as they had an identical G1 accumulation/S-phase decrease to both HT144 and A2058 cells following CITED1 silencing (Fig. S4C). TGF*β* treatment was used as a positive control for repression of the MITF-M promoter. CITED1 transfection led to significant suppression of the MITF-M promoter luciferase activity relative to the empty vector control, as did TGF*β* treatment alone or combination with CITED1 overexpression (Fig. 6E). There did not appear to be an additive or synergistic effect using both TGF*β* treatment and CITED1 overexpression suggesting TGF*β* may be dependent on CITED1 for MITF suppression.

### The CITED1-silenced gene signature predicts outcome in primary melanoma

The ‘proliferative’ and ‘invasive’ signature phenotypes have served to define the gene expression classification of melanoma cell lines. However, primary tumours and metastatic lesions have also been molecularly classified into several distinct groups by gene expression profiling (Harbst et al., 2012; Jonsson et al., 2010). The four-class structure found in tumours consists of the ‘pigmentation,’ ‘proliferative,’ ‘high-immune’ and ‘normal-like’ subgroups with a subset falling into an unclassifiable cohort (Jonsson et al., 2010). We used the same tumour classification to subtype the 120 cell lines that had publically available expression data and could show that the tumour ‘pigmentation’ subgroup that highly expresses MITF, corresponds to the cell line ‘proliferative’ phenotype described by Hoek et al. Accordingly, the tumour ‘proliferative’ and ‘high-immune’ subgroups comprise the cell line ‘invasive’ phenotype (Fig. 7A). It is worth noting that the names of the tumour subgroups were derived from a description of the differentially expressed genes that comprised each molecular classification while the ‘invasive-proliferative’ switching phenotypes were named to reflect the *behaviour* exhibited by lines classified by one or other signature. This distinction helps to explain the confusing occurrence that both classifications have a group referred to as ‘proliferative’ although they are not equivalent.

**Figure 7:**
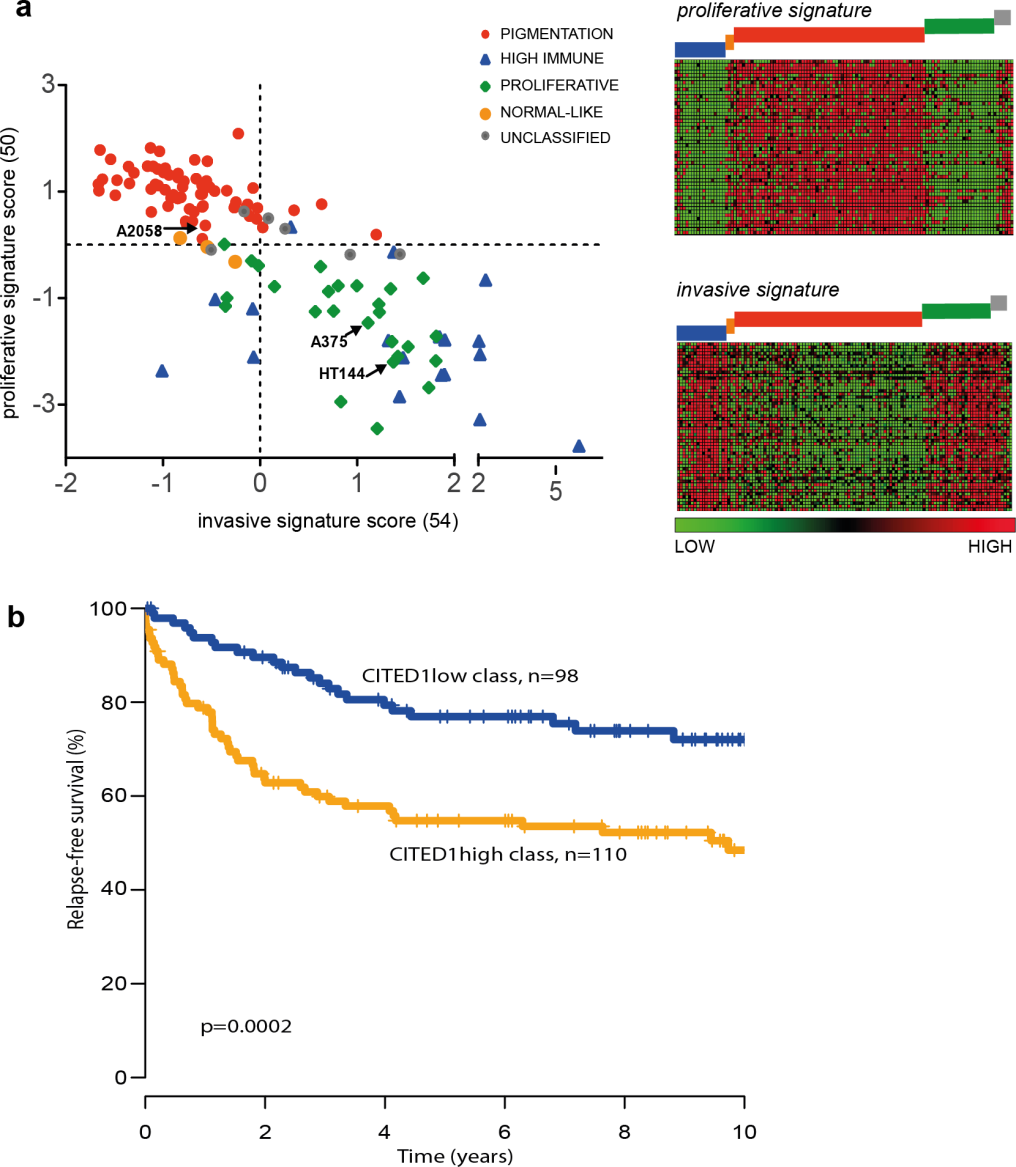
The CITED1-silenced gene signature predicts patient outcome. (A) In the leftmost panel A scatter plot of the 120 melanoma cell lines are shown distributed on the basis of their ‘invasive’ or ‘proliferative’ phenotype signature score and coloured according to the tumour molecular subtypes as defined by Jonsson et al. (2010) to illustrate the overlap between the two classification systems. In the rightmost panel the data is presented as a heatmap where each gene of the proliferative or invasive signature genes is represented by a horizontal line and the 120 individual cells lines are grouped by molecular tumour subtype (coloured blocks) and shown vertically. (B) Recurrence free survival (RFS) of primary melanoma patients grouped by gene expression similarity to the CITED1 (siCITED1) silenced gene signature.

The overlap between the primary tumour classifying and cell line classifying systems allows us to infer that CITED1 expression is most likely restricted to a subset of MITF high ‘pigmentation’ subtype tumours. As the tumour subtype classification was shown to be prognostically significant in primary melanomas we were interested to know if CITED1 expression itself was independently predictive of outcome. Previously we reported on the analysis of 223 primary lesions using the Illumina WG-DASL protocol (Harbst et al., 2012). As the CITED1 probe in this assay did not produce reliable data we instead derived a CITED1-silenced gene signature score based on the differentially expressed genes from the HT144 siCITED1 experiment (Fig. 3). We therefore effectively created a multi-gene surrogate expression signature rather than using CITED1 gene expression itself. We subsequently interrogated the gene expression data on the primary melanoma lesions using a nearest centroid approach derived from the CITED1-silenced gene signature. This revealed that primary melanomas with a gene expression signature most similar to the CITED1-silenced signature (CITED1low-class) had a significantly better outcome than those with a signature most disparate from the CITED1-silenced signature (CITED1high-class) (Fig. 7B). Importantly, the CITED1 signature classing had independent prognostic information (HR 1.85, CI [0.30–0.98], *p* = 0.044) from the AJCC staging system (HR 5.05, CI [2.42–10.55], *p* = 1.64 × 10 − 5). Accepting the caveat that we depend here on a proxy gene-signature, these data indirectly imply that CITED1 expression is a potential prognostic indicator in primary melanomas and the transcriptional program influenced by CITED1 expression determines tumour behaviour *in vivo*.

## Discussion

One seemingly paradoxical observation from our study and previous investigations is that although CITED1 behaves as a negative regulator of MITF, both their expression levels appear positively correlated across cells lines and tumours. We maintain that this observation simply reflects the fact that where there are high levels of MITF, high levels of its negative regulator are also required. The evidence of the tight control exerted over MITF levels in melanocytes and melanoma simply speaks to the necessity of the cell to maintain a level compatible with survival and proliferation, in a type of biological ‘sweet-spot’ facilitating tumour progression. The cellular effects of both extremes i.e.,: very low or high levels of MITF, have been elegantly described by a rheostat model in order to reconcile the conflicting observations of the effects of manipulating MITF *in vitro*, and the fact that counter-intuitively, a lineage-specifying differentiation factor can behave as a potent oncogene (Hoek & Goding, 2010; Carreira et al., 2006; Cheli et al., 2011a; Cheli et al., 2011b). The rheostat model (Fig. S6) attempts to explain why MITF silencing can block cells in G1 and induce senescence, while it is also possible to induce a G1 arrest by MITF overexpression via CDKN2A/P16 or CDKN1A/P21 and, as we now propose, potentially also via CDKN1C/P57 (Carreira et al., 2006; Loercher et al., 2005; Carreira et al., 2005). At the extreme high end of MITF expression lies differentiated melanocytic cells, while the lowest levels can lead to senescence and irreversible cell death. Between these two extremes however it is thought that melanoma cells can oscillate from a low-MITF ‘invasive’ to a high-MITF ‘proliferative’ state via phenotype-switching.

We hypothesise that the role of CITED1 in melanoma is to maintain levels of MITF compatible with tumour progression and effectively tip the balance in favour of cell cycle progression rather than MITF-induced G1-arrest. This is supported by our findings that downregulation of CITED1 using siRNA results in a phenotype switch to a more pigmented state driven by increased MITF expression and concomitant upregulation of CDKN1A/P21. Conversely, we could observe that downregulation of MITF resulted in suppression of CITED1 in several cell lines suggesting the existence of a classical feedback loop where low MITF levels result in inhibition of its negative regulator. MITF induced cell cycle arrest was previously shown to be dependent on CDKN1A/P21 and it was demonstrated that MITF does not cause a cell cycle arrest in CDKN1A-deficient mouse embryo fibroblasts (MEF) cells (Carreira et al., 2005). However, our data indicate that in melanoma cells deficient in CDKN1A/P21, the alternative CDK inhibitor CDKN1C/P57 is expressed and responsive to MITF.

Interestingly, while we observed upregulation of most MITF targets following CITED1 silencing, we found that BRCA1 and other DNA damage response (DDR) genes were supressed, suggesting that CITED1 downregulation does not necessarily facilitate transcription of all MITF targets. It is thus tempting to speculate that rather than simply acting to induce MITF and thereby indirectly enhance transcription of its target genes, that CITED1 may also act as co-factor for MITF at various genomic locations differentially modulating the MITF target gene response at individual promoters. One way that this might be achieved is via MITF-CITED1 competition for CBP/P300 binding as CBP/P300 is a known transcriptional coregulator for MITF, although it is not required for transcription of all MITF targets (Vachtenheim, Šestákov á & Tuháčková, 2007; Yan et al., 2013).

As suggested by Sáez-Ayala et al., anti-cancer therapy should be ideally independent of dominant or ‘driver’ genetic alterations so that subclonal populations do not gain a subsequent advantage and the same holds true in the case of targeting a specific phenotype. Successful therapy will necessarily need to switch or push the subdominant phenotype into the susceptible state or eradicate the phenotype resistant to treatment. This approach was initially championed by Cheli et al. (2011a) and Cheli et al. (2011b), who proposed the eradication of low-MITF cells as a therapeutic strategy. Indeed the idea of lineage-specific therapy has been subsequently proved in principle using methotrexate (MTX) to first activate MITF expression, in turn activating the tyrosinase enzyme, and thereby sensitising tumour cells to a tyrosinase-processed anti-folate prodrug (TMECG) (Sáez-Ayala et al., 2013). However, even without drug targeting, induction of MITF, to levels seen in melanocytes or above what is tolerated by even the highly pigmented tumour cell types, would seem to be incompatible with melanoma progression as it can inhibit cell cycle progression (Goding, 2013). Our assertion is that CITED1 acts to repress MITF in order to maintain its level in a range compatible with tumourigenesis. This assertion as a consequence naturally suggests CITED1 as therapeutic target for genetic manipulation. Successful implementation of such a strategy would result in cell specific enhancement of MITF expression and increased susceptibility to the type of chemotherapeutic eradication demonstrated by Sáez-Ayala et al. or potentially induction of CDKN1A/p21 or CDKN1C/p57-dependent cell growth arrest even without further intervention (Fig. S6) (Sáez-Ayala et al., 2013).

## Supplemental Information

10.7717/peerj.788/supp-1 Figure S1 A scatter plot of CITED1/MITF expression (A) A scatter plot of CITED1 expression versus MITF expression in our in-house cell lines subjected to gene expression analysis in agreement with the observation in the public data set, (see Fig. 2A. (B) Fig. 2A reproduced) with additional labelling to indicate the common cell lines.

10.7717/peerj.788/supp-2 Figure S2 Data comparison with (Strub et al., 2011) (A) Of the 5578 unique occupied genes (those associated with genomic regions bound by MITF) identified by Strub et al., 5169 could be found in the Illumina HT12 gene set, mapping to 8272 probes by searching on gene symbol (Strub et al., 2011). Of the 312 probes significantly changed by siCITED1, 41% or 128 are found in this list. (B) A Venn diagram indicating the number of genes significantly up or down regulated by siCITED1 represented in the MITF occupied gene list.

10.7717/peerj.788/supp-3 Figure S3 The effect of silencing MITF on CITED1 in WM239A and SKMEL5 cells (A) Western blot showing the effect of silencing MITF using two siRNAs (siM1, siM3) on both MITF and CITED1 levels in WM239A cells relative to a negative control siRNA (N) at 48 h post-transfection. *β*-Actin is used as a loading control. (B) Western blot showing the effect of silencing MITF using the siRNA siM3 on both MITF and CITED1 levels in SKMEL5 cells relative to a negative control siRNA (N) at 48 h post-transfection. *β*-Actin is used as a loading control.

10.7717/peerj.788/supp-4 Figure S4 Additional data for % changes in cell cycle distribution (A) A bar chart showing the % change in cell cycle distribution in both #1 and #3 siCITED1 treated HT144 cells relative to siNEG treated HT144 cells. The reduction in total S-phase is shown at 33 h, 48 h and 72 h post-transfection in addition to the corresponding increase in the diploid G1 fraction. (B) A bar chart showing the % change in cell cycle distribution in both #1 and #3 siCITED1 treated relative to siNEG treated A2058 cells. The reduction in total S-phase and corresponding increase in G1 is shown at 48 h post-transfection. (C) A bar chart showing the % change in cell cycle distribution in both #1 and #3 siCITED1 treated relative to siNEG treated A375 cells. The reduction in total S-phase and corresponding increase in G1 is shown at 48 h post-transfection.

10.7717/peerj.788/supp-5 Figure S5 Differential expression of P21, P57, MITF and CITED1 in melanoma cells lines Western blot of melanoma cells lines indicating the differential expression of the cell cycle regulator CDKN1A/P21 and CDKN1C/P57 in addition to MITF and CITED1. *β*-Actin is used as a loading control.

10.7717/peerj.788/supp-6 Figure S6 The rheostat model of MITF/CITED1 action in melanoma The rheostat model of MITF action in melanoma indicating the hypothesised role of CITED1 in the regulation of MITF expression and melanoma cell behaviour. The model is an original adaptation of those previously proposed by others, now incorporating our data (Hoek & Goding, 2010; Carreira et al., 2006; Cheli et al., 2011a; Cheli et al., 2011b).

10.7717/peerj.788/supp-7 File S1 1009 identified Illumina probes significantly altered by TGF*β* expression

10.7717/peerj.788/supp-8 File S2 312 identified Illumina probes significantly altered by siCITED treatment

10.7717/peerj.788/supp-9 Data S1 2006 & 2012 Hoek et al. proliferative gene and invasive gene sets with corresponding gene symbols in our array

10.7717/peerj.788/supp-10 Data S2 120 melanoma cell lines with Affymetrix gene expression data

## Additional Information and Declarations

### Microarray Data Deposition

The following information was supplied regarding the deposition of microarray data: The data is MIAME compliant. Public data was used from PMID: 17516929, 16827748 and 20406975. GEO accession numbers:
http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE66113
http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE66114.

# Supplementary material for: Loss of CITED1, an MITF regulator, drives a phenotype switch in vitro and can predict clinical outcome in primary melanoma tumours
**Source:** PeerJ. 2015 Feb 26;3:e788. doi: 10.7717/peerj.788
**Supplement:** Figure S2 — (A) Of the 5578 unique occupied genes (those associated with genomic regions bound by MITF) identified by Strub et al., 5169 could be found in the Illumina HT12 gene set, mapping to 8272 probes by searching on gene symbol (Strub et al., 2011). Of the 312 probes significantly changed by siCITED1, 41% or 128 are found in this list. (B) A Venn diagram indicating the number of genes significantly up or down regulated by siCITED1 represented in the MITF occupied gene list.

a

genes altered by siCITED1
(312 probes)

MITF occupied
(unique genes = 5169)

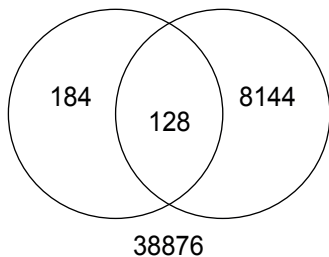

Chi-sq (yates) p-value < 0.0001

b

upregulated
by siCITED1
(208)

downregulated
by siCITED1
(104)

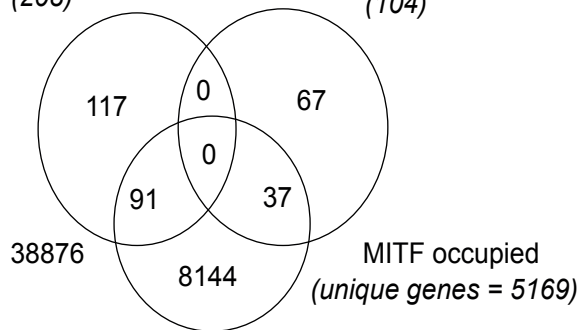

Illumina probes

	MITF<br>occupied	Not<br>occupied	Total
sig changed with<br>siCITED1	128	184	312
not signif	8144	38876	47020
Total	8272	39060	47332

# Supplementary material for: Loss of CITED1, an MITF regulator, drives a phenotype switch in vitro and can predict clinical outcome in primary melanoma tumours
**Source:** PeerJ. 2015 Feb 26;3:e788. doi: 10.7717/peerj.788
**Supplement:** Figure S5 — Western blot of melanoma cells lines indicating the differential expression of the cell cycle regulator CDKN1A/P21 and CDKN1C/P57 in addition to MITF and CITED1. β-Actin is used as a loading control.

A375

HMBC

HT144

WM852

WM239A

A2058

SKMEL3

CITED1

MITF

CDKN1A/P21

CDKN1C/P57

β-ACTIN

How the deposited data were processed for this re-analysis (not part of the article)

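The samples were 8 wells of A2058 melanoma cells, 4 treated with TGFβ1 and 4 with vehicle, measured on Illumina HT-12 arrays. The condition of each array was taken from the sample labels, which also name an empty plasmid in every well. The arrays of the siRNA experiment were not analysed here.

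The deposited values are log2 values that the authors had quantile normalised, freed of control probes, and centred by gene and by sample. This was checked on the values. The mean of each probe over the 8 arrays was 0 within 1.6e-07, and the mean of each array over the probes was 0 within 1.8e-05. The median of the 47315 probes on each array was −0.00306, −0.00189, −0.00306 and −0.00147 for vehicle replicates 1 to 4 and −0.00368, −0.00413, −0.00504 and −0.00213 for TGFβ1 replicates 1 to 4. The log base could not be read from the values and was taken from the methods. The scale, the centring and the direction are therefore known as far as the methods and the column labels give them. No signal level, background or detection value is in the values, so no filter on dim probes, no offset and no trend of the variance with the level could be applied.

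A gene symbol was attached to 30105 probes, 8 probes had several symbols and were left out of gene results, and 17202 had none. These gave 20045 genes, 13357 of them with 1 probe. A gene's value is the mean of its probes. The plan had been to keep the probe with the highest mean, which centred values do not allow, and the mean of all probes had been listed as its alternative. All 47315 probes entered the counts of probes.

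TGFβ1 was compared with vehicle by lmFit and eBayes of limma 3.58.1 in R 4.3.3, with no covariate and no block, and p-values were adjusted by the Benjamini-Hochberg method over all probes or, for genes, over all genes. A gene was called at an adjusted p under 0.05. Signature genes and gene lists were counted in the same way and again adjusted over the list alone. The score of a list is the mean of its measured genes on an array, compared by a two-sided exact permutation test over 70 labellings, whose smallest p is 0.0286. Lists were tested against all other genes with camera of limma at a preset correlation of 0.01 and with an estimated correlation, adjusted over 32 lists. This tests for a shift in a common direction and does not weigh changes in both directions. Tables and figures used Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

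The 4 signature lists came from the paper's Data S1, and a symbol that it pairs with another was matched by either in every list. A further 28 lists, the contrast, the tests, the alternatives and the rule for named genes were fixed before the values were examined. The gene symbols of the paper's File S1, without direction or value, had been read by then. File S1 was called on these same arrays, so the choice of list members may have followed it. The counts and tests of these lists therefore cannot be taken as independent of the data. The rule names every gene that the paper names beside the TGFβ experiment or as a phenotype gene, a regulator or a target of MITF, the 12 largest rises and 12 largest falls among genes that passed with groups that do not overlap, and in each list up to 3 genes per direction with the largest change. Signature genes that passed are also named. Genes on the Y chromosome were excluded from naming. Of the genes named by the paper, 1 has no named probe here.

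The copy of File S1 used here holds 977 of its 1009 probes and no values, so no overlap with it was counted. Its probe sequences and positions were used for MITF and CITED1.

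The fit was tested on simulated data with 47315 probes and 200 changed probes. It recovered 1 of 67 probes changed by 0.25, 42 of 67 changed by 0.5 and 66 of 66 changed by 1, and called 4 unchanged probes and 0 in the wrong direction. The alternatives were SAM, quantile normalisation again, scaling to a common median, array weights, an adjusted p under 0.01, the replicate number as a block and leaving out each array in turn. Added after seeing the values were the probe with the largest SD per gene, any probe of a gene, and SAM with the estimated share of unchanged probes.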

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

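All the tests in this part that weigh an explanation were chosen only after the result was seen.

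The number of probes that passed was set against other ways to divide the arrays. Of 35 splits of the 8 arrays into 4 and 4, only 1, the real one, gave as many as the 1576 probes that passed, and the highest of the others gave 0. For genes the real split gave 1143, the highest other gave 0, and again 1 split reached that number. Chance can be excluded for both counts only at 0.029, the smallest share that 8 arrays in 2 groups of 4 allow. Each of the other splits puts wells of both treatments in the same group, where a real difference widens the spread, so their 0 adds little and the test says nothing of how many of the calls are true.

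Interferon-stimulated genes were lower under TGFβ1, at a mean log2 change of −0.47, in a list the paper does not discuss. The vehicle wells had scores of 0.11, 0.13, 0.43 and 0.27, so vehicle replicate 3 may have carried the difference. Without it the difference was −0.41, which argues against that well as the whole cause. A response to the plasmid or the transfection reagent that differed between the groups could also give the pattern, and the gap of 0.25 between the lowest vehicle score and the highest TGFβ1 score cannot settle it, because there are no untransfected wells. A biological effect of TGFβ1 on these genes stays open and was not tested.

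MITF fell on 1 of its 3 probes. The probes with no fall may have little signal over background, which would hide a change. Their mean within-group SD was 0.13, against a median of 0.12 over all probes and 0.21 for the probe that fell, but centred values keep no level, so low signal and a change limited to some transcripts cannot be told apart. A difference between MITF isoforms is a biological explanation that was not tested.

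In 298 groups of 4 wells tested for a well far from the others, 18 had one, where chance gives about 1 in 20. TGFβ1 replicate 4, which stood apart for several of these, was the noisiest of the 8 arrays. It had the largest within-group residual SD over all probes (0.134) and the lowest array weight in limma (0.694). Without it 1647 probes passed. Among genes under TGFβ1, replicate 4 stood apart for CREB1 at −0.11 (the others 0.066 to 0.082), for CASC15 at 1.43 (1.19 to 1.22), for TGFBR3 at −0.79 (−0.69 to −0.67) and for EDNRB at −0.37 (−0.24 to −0.22). Replicate 1 stood apart for ID1 at 0.24 (0.45 to 0.46), SMAD3 at −0.39 (−0.18 to −0.14), TIMP3 at −0.55 (−0.18 to −0.11) and ZYX at 0.52 (0.16 to 0.20), and replicate 2 for KLF6 at −0.34 (−0.27 to −0.25). Under vehicle, replicate 3 stood apart for MITF at 0.032 (0.25 in each of the others), replicate 1 for KANK4 at −1.25 (−1.06 to −1.03) and replicate 4 for ZEB2 at 0.38 (0.071 to 0.12). Among list scores, TGFβ1 replicate 4 stood apart for MITF targets outside pigmentation at −0.016 (0.035 to 0.044) and for AP-1 and immediate early genes at 0.18 (0.056 to 0.074), and TGFβ1 replicate 3 for leukocyte markers at 0.046 (0.0023 to 0.0072). Vehicle replicate 1 stood apart for cytokines at −0.40 (−0.33 to −0.32) and for NRF2 targets at 0.12 (0.18 in each of the others), and vehicle replicate 4 for genes of S phase at −0.011 (0.061 to 0.072).

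Of the lists that the paper does not test on these arrays, 9 passed the camera test with both correlations. They are not separate results, since they share genes with the signatures or with each other. TYRP1 and RAB38 are pigment and proliferative genes, TPM1 and ITGA2 are also invasive genes, and IL11 is in both the SMAD and the cytokine list. Their mean log2 changes were 0.56 for SMAD pathway and early TGFβ targets, 0.68 for cytokines and inflammatory mediators, 0.26 for integrins and cadherins, 0.19 for AP-1 and immediate early genes, 0.17 for actin cytoskeleton and focal adhesion, 0.15 for extracellular matrix, −0.16 for pigment synthesis and melanosome, −0.33 for NRF2 targets and −0.47 for interferon-stimulated genes.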

How the results depend on the processing

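Tests with the largest-SD probe, any probe of a gene and SAM's estimated share of unchanged probes were chosen only after the result was seen. With an array left out, the score difference lay between −0.22 and −0.20 for the 2006 and −0.18 and −0.16 for the 2012 proliferative list, and between 0.23 and 0.25 for the 2006 and 0.22 and 0.24 for the 2012 invasive list. Its exact p is at the smallest possible value whenever the wells do not overlap, so it says nothing of stability. For genes under the naming rule 1567 of 1640 alternative values kept their direction and side of the threshold. Another 66 no longer passed, 1 newly passed (MLANA, −0.31 without vehicle replicate 1) and 6 changed sign. Most of these genes were named because they passed with a large change on these same arrays, which raises the share that kept both. For the 28 fixed lists 373 of 392 values kept both. Counts in lists stayed within a factor of 1.5, or at 0 where they had been 0, in 995 of 1088 values. The counts of 0 raise this share. MITF lay between −0.44 and −0.35 and CITED1 between −0.57 and −0.44 with any array left out. MITF was −1.0 with the largest-SD probe, since only that probe fell. The SD is taken over all 8 arrays and includes the difference between treatments, so this setting favours probes that changed.

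Probes higher and lower were 567 and 392 at an adjusted p under 0.01, which is stricter by construction. SAM gave 609 and 370, and 631 and 395 with the estimated share. With an array left out, 699 to 905 were higher and 527 to 742 lower. For all values from here on the cause was not tested. Proliferative 2006 genes that were higher numbered 0 at 0.01 and by SAM, and 1 or 2 with an array left out (2 without vehicle replicate 3). Invasive genes that were lower numbered 3 in the 2006 and 2 in the 2012 list with the largest-SD probe, and 2 in each with any probe.

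Of 107 that passed under the naming rule (other signature genes not counted), SAM did not call 13. Without 1 array, 11 lost their call. These were BAMBI (−0.36 to −0.26) without vehicle replicate 2 or TGFβ1 replicate 1 or 2, CAPN3 (−0.38 to −0.27) without vehicle replicate 3 or 4 or TGFβ1 replicate 1 or 2, TWIST1 (−0.58 to −0.41) without vehicle replicate 2 or TGFβ1 replicate 1, VLDLR (−0.36 to −0.27) without vehicle replicate 3 or 4, SLC3A2 (0.23 to 0.29) without vehicle replicate 4 or TGFβ1 replicate 1 and GUSB (0.24 to 0.31) without vehicle replicate 1 or 4. INSIG1 (0.25 to 0.34) lost it without replicate 1 or 3 of either group, POU3F2 (−0.29 to −0.23) without vehicle replicate 2 or 3 or TGFβ1 replicate 1, 3 or 4, OASL (0.25 to 0.35) without vehicle replicate 1, 2 or 4 or TGFβ1 replicate 2 or 4, CDKN2B (0.25 to 0.33) without vehicle replicate 1, 2 or 3 or TGFβ1 replicate 2 or 3, and MCM3 (−0.25 to −0.21) without any array other than vehicle replicate 1 and TGFβ1 replicate 4.

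Lists that no longer passed at 0.01 in limma's camera test were BMP and ID targets (0.31), genes of S phase (−0.095), ATF4 and amino acid response (−0.11) and Wnt genes (0.14). With an array left out, BMP and ID targets ranged from 0.29 to 0.33, genes of S phase from −0.11 to −0.087, Wnt genes from 0.12 to 0.15, the CITED family and CBP/p300 from −0.21 to −0.16 and endothelial markers from −0.0071 to 0.028. Endothelial markers changed sign without vehicle replicate 2, TGFβ1 replicate 2 or TGFβ1 replicate 4, BMP and ID targets no longer passed without vehicle replicate 3 or 4 or TGFβ1 replicate 2, genes of S phase without vehicle replicate 2 or TGFβ1 replicate 1, and Wnt genes without vehicle replicate 2 or TGFβ1 replicate 2. The CITED family newly passed without vehicle replicate 1 or 4 or TGFβ1 replicate 3. Housekeeping genes were at 0.016 with the largest-SD probe. Genes that changed sign with an array left out and never passed were CDKN1C (−0.086 to 0.039), CDKN2A (−0.044 to 0.025, and 0.0076 with array weights) and FOXD3 (−0.048 to 0.096).

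The replicate numbers do not pair the wells, since same-numbered arrays had deviations with correlations of −0.016, 0.026, −0.015 and −0.004, and not every array correlated best with its own number. With the number as a block (paired), 817 probes were higher and 688 lower, and BMP and ID targets (0.31, limma's camera adjusted p = 0.080) did not pass. Centred values keep no level, so a filter on dim probes, an offset of 50 and a variance trend could not be run, and sample centring is already in them. Scores were not run with the block or with array weights, and cannot reach 0.01. Signal over background, and so the limit it sets, is unknown.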

Differences from the paper's values

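The test with SAM and an estimated share of unchanged probes was chosen only after the result was seen. The paper's number of probes altered by TGFβ1 is 1009, and limma called 1576. The thresholds differ, since the paper used SAM at a median of 10 false positives and limma was used at an adjusted p under 0.05. The legend of Fig. 1 also gives a median false discovery rate for the 1009, at the level of limma's 0.01 rather than 0.05. The nearer limma count is therefore 959. Of the alternatives set before the data were examined, those within 1.5 times of the paper's number were SAM at the paper's aim of 10 false positives (979), an adjusted p under 0.01 (959), the replicate number as a block (1505) and each array left out except TGFβ1 replicate 4 (1226 to 1375). Those that were not were quantile normalisation again (1634), a common median (1569), array weights (1695) and leaving out TGFβ1 replicate 4 (1647). SAM with the estimated share of unchanged probes, chosen after seeing the values, gave 1026. Both SAM settings used code written anew, so neither is a rerun of the paper's software. Fits with an array left out rest on fewer arrays, so their counts are not like for like. How many of the paper's own probes each setting drops was not counted, because the copy of File S1 used here is incomplete.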

Other observations

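The groups below were fixed with the other lists, and no explanation was tested in this part. NRF2 targets, which protect against oxidants, had 5 of 11 measured genes lower and 0 higher under TGFβ1 at an adjusted p under 0.05 in limma (7 and 0 adjusted over the list alone), at a mean log2 change of −0.33 (camera, adjusted p = 2.5e-08, and 0.012 with an estimated correlation). CBR3, a carbonyl reductase, fell by 0.71 (SE 0.09, adjusted p = 0.00014), NQO1, a quinone reductase, by 0.64 (SE 0.09, adjusted p = 0.00045, its 2 probes at −1.06 and −0.22) and SLC7A11, a cystine transporter, by 0.48 (SE 0.09, adjusted p = 0.0051). Genes of the ATF4 and amino acid response had 4 of 15 lower, among them ASNS, which makes asparagine, at −0.38 with its 2 probes at −0.49 and −0.28, and 2 higher, CEBPB at 0.43 and SLC3A2 at 0.26 with its 2 probes at 0.42 and 0.11 (7 and 3 adjusted over the list alone), at a mean of −0.11 (camera adjusted p = 0.012, but adjusted p = 0.057 with an estimated correlation). Heat shock genes had 1 of 10 lower, HSPA1A at −0.45, and 0 higher (5 and 0 adjusted over the list alone), at a mean of −0.18 (adjusted p = 0.00094, but adjusted p = 0.056 with an estimated correlation). Hypoxia-associated genes had 4 of 14 higher and 0 lower (5 and 0 adjusted over the list alone), at a mean of 0.19 (adjusted p = 0.00038, but adjusted p = 0.17 with an estimated correlation), with PFKFB4, a regulator of glycolysis, at 0.72 and the glucose transporter SLC2A1 at 0.56. Cholesterol synthesis had 1 of 12 higher, INSIG1 at 0.30 with its 2 probes at 0.34 and 0.25, and 0 lower (1 and 0 adjusted over the list alone), at a mean of −0.023 (adjusted p = 0.61). Wnt ligands, antagonists and mediators had 3 of 14 higher and 1 lower (4 and 1 adjusted over the list alone), at a mean of 0.14 (adjusted p = 0.030, but adjusted p = 0.12 with an estimated correlation), with SFRP1, a secreted Wnt antagonist, at 0.81.

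Genes of S phase and DNA replication had 2 of 19 lower, DNMT1 at −0.50 and MCM3 at −0.24 with its 2 probes at −0.18 and −0.30, neither of which passed alone, and 1 higher, MCM4 at 0.32 with its 2 probes at 0.52 and 0.12 (5 and 1 adjusted over the list alone), at a mean of −0.095 (camera in limma, adjusted p = 0.031, but adjusted p = 0.12 with an estimated correlation). The call for MCM3 ended without any 1 of 6 arrays in turn. Genes of G2/M phase and mitosis had 2 of 20 lower, CDC25B at −0.45 and PBK at −0.36, and 0 higher (3 and 0 adjusted over the list alone), at a mean of −0.024 (adjusted p = 0.83). Among CDK inhibitors and D cyclins 3 of 9 were higher and 1 was lower (3 and 1 adjusted over the list alone), at a mean of 0.082 and a median of opposite sign, −0.013 (adjusted p = 0.22). Changes in both directions, as in this list, are not weighed by camera. CDKN1A, which the paper studies after CITED1 silencing, rose by 0.35 (SE 0.06, adjusted p = 0.0021) in these A2058 cells, on 1 of its 2 probes (0.73 against −0.033, adjusted p = 0.94 over all probes in limma for the other). The paper states that A2058 cells have no detectable CDKN1A/P21, on a Western blot whose legend names no TGFβ treatment (Fig. S5). That blot measures protein and the arrays measure mRNA. Centred values keep no level, so they cannot show whether CDKN1A is expressed at all. CCND1 rose by 0.64 and CCND3 fell by 0.37. CDKN2B rose by 0.29, and of its 3 probes only that at 0.49 passed, against 0.41 and −0.031 for the others. Its call ended without any 1 of 5 arrays in turn. CDKN1C at −0.046 (SE 0.09, adjusted p = 0.90), CDKN2A at −0.013 (adjusted p = 0.96), CDK2 at 0.045 (adjusted p = 0.86), BRCA1 at −0.23 (adjusted p = 0.15) and the housekeeping gene IPO8 at −0.20 (adjusted p = 0.23) did not pass. EMT-associated transcription factors had 3 of 10 lower and 1 higher (3 and 1 adjusted over the list alone), at a mean of −0.11 (adjusted p = 0.11), with TWIST1 at −0.50, ZEB2 at −0.34 with its 2 probes at −0.48 and −0.20, and GLI2, which carries TGFβ and hedgehog signals, at 0.48. Of the 107 genes under the naming rule that passed in limma, SAM called no probe of 13. These were SOX10, ITPKB, BAMBI, CAPN3, TWIST1, ZEB2, CXCL1, MCM3, CCND3, INSIG1, HSPA1A, GUSB and CSF1R. Outside that rule, SAM also did not call the signature genes CCN1, ELL2, FOXD1, SLC22A4 and CLCN7.

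Control lists did not pass the camera test. Housekeeping genes had 1 of 10 higher, GUSB at 0.28, and 0 lower (1 and 1 adjusted over the list alone), at a mean of −0.013 (adjusted p = 0.83 in limma), which turns to 0.016 with the largest-SD probe. Leukocyte markers had 1 of 9 higher, CSF1R at 0.38 (mean 0.031, adjusted p = 0.74), keratinocyte and epithelial markers 1 of 10, KRT10 at 0.38 (mean 0.052, adjusted p = 0.27), and fibroblast and mesenchymal markers 1 of 9, FAP at 0.44 (mean 0.055, adjusted p = 0.36), each with 0 lower and the same counts adjusted over the list alone. The score of the leukocyte markers nevertheless separated all TGFβ1 wells from all vehicle wells (two-sided exact permutation test, p = 0.0286, adjusted p = 0.0435), between −0.0065 in the highest vehicle well and 0.0023 in the lowest TGFβ1 well. Endothelial markers had 0 of 7 in either direction, also 0 when adjusted over the list alone (mean 0.0091 with a median of opposite sign, −0.0055, adjusted p = 0.83).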
